# Endocardial identity is established during early somitogenesis by Bmp signalling acting upstream of *npas4l* and *etv2*

**DOI:** 10.1242/dev.190421

**Published:** 2022-05-09

**Authors:** Samuel J. Capon, Veronica Uribe, Nicole Dominado, Ophelia Ehrlich, Kelly A. Smith

**Keywords:** Endocardium, *etv2/etsrp*, *npas4l*/*cloche*, Bmp signalling, Zebrafish, Cardiac

## Abstract

The endocardium plays important roles in the development and function of the vertebrate heart; however, few molecular markers of this tissue have been identified and little is known about what regulates its differentiation. Here, we describe the *Gt(SAGFF27C); Tg(4xUAS:egfp)* line as a marker of endocardial development in zebrafish. Transcriptomic comparison between endocardium and pan-endothelium confirms molecular distinction between these populations and time-course analysis suggests differentiation as early as eight somites. To investigate what regulates endocardial identity, we employed *npas4l*, *etv2* and *scl* loss-of-function models. Endocardial expression is lost in *npas4l* mutants, significantly reduced in *etv2* mutants and only modestly affected upon *scl* loss-of-function. Bmp signalling was also examined: overactivation of Bmp signalling increased endocardial expression, whereas Bmp inhibition decreased expression. Finally, epistasis experiments showed that overactivation of Bmp signalling was incapable of restoring endocardial expression in *etv2* mutants. By contrast, overexpression of either *npas4l* or *etv2* was sufficient to rescue endocardial expression upon Bmp inhibition. Together, these results describe the differentiation of the endocardium, distinct from vasculature, and place *npas4l* and *etv2* downstream of Bmp signalling in regulating its differentiation.

## Abstract (precis)

**Summary:** A zebrafish transgenic reporter of the endocardium is identified, permitting transcriptomic analysis and identification of new endocardial markers. Epistasis experiments demonstrate *npas4l* and *etv2* act downstream of Bmp signalling to regulate endocardial differentiation.

## INTRODUCTION

During early embryonic development, the heart comprises two major tissues: the myocardium and endocardium. To date, much research concerning heart development has focused on the myocardium, the beating muscle of the heart, whereas the endocardium has received relatively little attention. The endocardium is a specialised subset of endothelium that forms the inner lining of the heart. It plays important roles in the development of the trabecular myocardium, contributes to the coronary vasculature, septa and cardiac cushions, and connects the heart with the adjacent vascular endothelial network (Harris and Black, 2010; Kisanuki et al., 2001; Markwald et al., 1977, 1975; Meyer and Birchmeier, 1995; Red-Horse et al., 2010; Stankunas et al., 2008; Tian et al., 2017). Despite these important and unique roles, the developmental cues that distinguish the endocardium from the vascular endothelium remain to be determined.

Molecularly, the earliest specific marker of endocardium is *Nfatc1* (de la Pompa et al., 1998; Wong et al., 2012). The endocardial-specific expression of this marker, combined with the functionally distinct roles of the endocardium, argue that the endocardium is a unique subset of endothelium with its own molecular signature. When and how this distinction is first established, however, remains unclear. In mice, *Nfatc1* expression is already detectable in the medial aspect of the cardiac crescent at embryonic day (E)7.5 (de la Pompa et al., 1998), the earliest recognised structure of the murine heart. In contrast, the zebrafish orthologue of this gene, *nfatc1*, is not reported to initiate expression until 22 hours post fertilisation (hpf) (Wong et al., 2012), corresponding with the formation of the linear heart tube. In zebrafish, endocardial progenitors bud from bilateral, *kdrl^+^/fli1a* (*fli1*)*^+^* populations at the 12-somite (s) stage (15 hpf) and migrate to the midline to form the endocardial core of the cardiac disc (Bussmann et al., 2007; Proulx et al., 2010) before forming the linear heart tube. This observation suggests that the endocardial and vascular endothelial progenitors, which remain in the lateral margins of the anterior lateral plate mesoderm (ALPM), are distinct populations as early as 12 s. However, molecular evidence that corroborates this early functional distinction in zebrafish has yet to be reported.

Separation of lineages at this early stage is not unprecedented. In fact, distinct expression domains for myeloid (*spi1b*, *runx1*, *myb*) (Kalev-Zylinska et al., 2002; Lieschke et al., 2002; Thompson et al., 1998), vascular endothelial (*fli1a*, *kdrl*) (Thompson et al., 1998) and myocardial (*nkx2.5*, *myl7*) progenitors are well described by the 14 s stage (16 hpf) (Chen and Fishman, 1996; Yelon et al., 1999). These fields sit adjacent and mutually exclusive to one another, suggesting they are already specified. Importantly, they also respond differently to genetic cues; for example, the anterior myeloid population is dependent on Bmp signalling, whereas the adjacent vascular field at the same developmental stage is not [as determined by *in situ* for *pu.1* (*spi1b*), *scl* (*tal1*) and *fli1a*] (Hogan et al., 2006). Apparently, location is everything in this context because vascular fate is sensitive to Bmp signalling in the posterior lateral plate mesoderm at the same developmental stage (Liu et al., 2008).

Here, we report the identification and characterisation of a previously reported marker of the zebrafish lymphatic system (Bussmann et al., 2010; Okuda et al., 2012) as a novel marker of early endocardial progenitors. Characterisation of this line identified distinct endocardial expression domains as early as 8 s (13 hpf). Similarly, a re-analysis of *nfatc1* expression found overlapping *nfatc1* expression domains. RNA-sequencing of endocardial and endothelial progenitors identified a distinct transcriptional signature in the endocardium, confirming an early divergence in these tissues. Finally, examination of the signals governing endocardial lineage development identified *npas4l* (*cloche*), *etv2* (*etsrp*) and Bmp signalling as important regulators of endocardial development, and epistasis experiments place Bmp signalling upstream of *npas4l* and *etv2* in the ALPM for induction of endocardial marker expression.

## RESULTS

### The *Gt(SAGFF27C); Tg(4xuas:egfp)* line labels the endocardium during early-to-mid somitogenesis stages

The *Gt(SAGFF27C); Tg(4xuas:egfp)* line, originating from a large gene-trap screen (Asakawa et al., 2008), was observed to have enriched expression in the endocardium at 48 hpf, relative to the vascular expression previously described in Bussmann et al. (2010). To investigate this, we performed time-course analysis of the *Gt(SAGFF27C); Tg(4xuas:egfp)* line [henceforth referred to as *Gt(endocard:egfp)*], and compared it with the endothelial transgenic lines *Tg(kdrl:Hsa.HRAS-mCherry)* and *Tg(fli1a:egfp)* (Fig. 1). eGFP expression in the *Gt(endocard:egfp)* line is first visible as bilateral populations in the ALPM at the 10 s stage (14 hpf). It colocalises with *Tg(kdrl:Hsa.HRAS-mCherry)* and localises similar to *Tg(fli1a:egfp)*, confirming that its expression is endothelial, and it is consistent with regions of endocardial progenitors (Fig. 1).

**Fig. 1.**
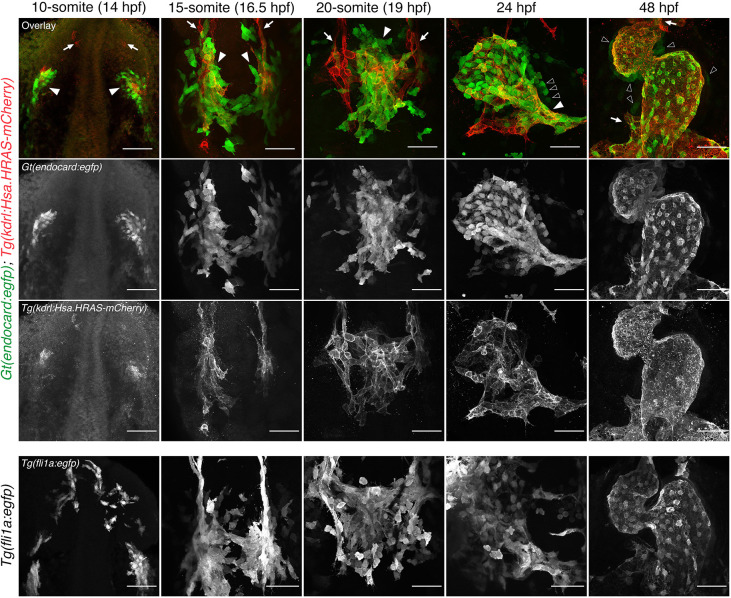
**Time-course analysis of *Gt(endocard:egfp)* fluorescence demonstrates enriched endocardial expression at somitogenesis stages in the zebrafish embryo.** Immunofluorescence staining of *Gt(endocard:egfp); Tg(kdrl:Hsa.HRAS-mCherry)* and *Tg(fli1a:egfp)* embryos from 10 s through to 48 hpf. Anterior to the top. Anterior views at 48 hpf, all other images show dorsal views. White arrowheads label kdrl^+^/endocard:egfp^+^ endocardial cells. White arrows label kdrl^+^/endocard:egfp^−^ vascular endothelial cells. Black arrowheads label presumptive myocardial cells. Scale bars: 50 μm.

Consistent with previous reports (Bussmann et al., 2007; Proulx et al., 2010), the bilateral populations migrate to the midline by 15 s, whereas vascular progenitors remained at the lateral margins of the ALPM (Fig. 1). *Gt(endocard:egfp)* expression is largely restricted to these migrating endocardial progenitors. By 20 s, endocardial progenitors have fused to form the endocardial core of the cardiac disc (Fig. 1). Although some cells appear to be GFP^+^/mCherry^−^, quantification shows the majority (93%) to be double positive (Fig. S1). Analysis of time-lapse movies shows that this line also likely labels a few myeloid cells at this time, based on their morphology and migratory movements (Movies 1 and 2). At 24 hpf, endocardial expression is observed in the linear heart tube of *Gt(endocard:egfp)* embryos (Fig. 1). By 48 hpf, *Gt(endocard:egfp)* expression has expanded and is also observed in the developing vascular endothelium (Fig. 1). At 24 and 48 hpf, some weak GFP expression can also be observed in the myocardium (Fig. S2). Together, these data suggest that *Gt(endocard:egfp)* is enriched in the endocardium at early-to-mid somitogenesis stages, making it a unique tool for studying endocardial development in a living embryo.

### The endocardium is a molecularly distinct subset of endothelium

Given that at early stages *Gt(endocard:egfp)* expression is enriched in the endocardium, we used this line to compare the transcriptome of the endocardium with *fli1a*:eGFP-positive cells (primarily endothelium and blood cells). At 15 s, GFP cells were isolated from *Gt(endocard:egfp)* and *Tg(fli1a:egfp)* embryos using fluorescence-activated cell sorting (FACS) (Fig. 2A-D) and mRNA-sequencing performed. 

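The comparison was made between 3 libraries of Gt(endocard:egfp), a gene-trap line that labels the endocardium, and 3 libraries of Tg(fli1a:egfp). The latter line labels endothelial cells, including the endocardium (Fig. 2C), and blood cells. Embryos were at the 15-somite stage (16.5 hpf), and for Gt(endocard:egfp) the cells above the higher of the GFP gates in Fig. 2B were used. Each library was amplified from 2 ng of RNA by the Smart-seq2 protocol, a method that copies full-length mRNA by PCR and keeps no record of the original molecules or of the strand. The authors mapped the reads to GRCz11, counted them per gene with Rsubread and compared the lines with limma. The authors' deposited table holds the result of that comparison for 19722 genes, each with the log2 fold change of Gt(endocard:egfp) over Tg(fli1a:egfp), its 95% confidence limits, the mean expression in log2 CPM (counts scaled to the library size), a moderated t-statistic, and a p-value with its Benjamini-Hochberg adjustment. Values per library were not used here, so neither the depth of each library nor the spread between the 3 libraries of a line was analysed directly. The precision of each gene was taken instead from its standard error, calculated as the log2 fold change divided by the t-statistic. The median standard error was 0.31 on the log2 scale. In every gene the t-statistic and the p-value implied 8.83 degrees of freedom, and the confidence limits lay 2.27 standard errors from the log2 fold change. Adjusting the p-values again over all 19722 genes changed no adjusted p-value by more than 2.22e-15.

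The test against a log2 fold change of 1 that the study used (TREAT) was rebuilt for each gene from its log2 fold change, standard error and degrees of freedom, followed by Benjamini-Hochberg adjustment. On simulated data with 200 changed genes among 19722, the rebuilt p-values lay within 6.83e-15 of those from limma. The rebuilt test found 69.5% of the changed genes and 0 of the 19522 unchanged genes. The unchanged genes were simulated at a log2 fold change of 0, so hardly any could pass a test against 1. Genes whose true change lies near 1 were not simulated. The mean of each line was calculated as the mean expression plus or minus the log2 fold change divided by 2, which is exact only where all libraries weigh alike in the model. The lowest means calculated in this way formed a narrow group at -6.13 log2 CPM for 9 genes in Gt(endocard:egfp) and at -5.98 for 99 genes in Tg(fli1a:egfp), the level that limma's voom step gives to a gene without reads. If that step added its usual 0.5 counts to each gene, these levels correspond to 34961097 and 31639561 counted reads per library, as a geometric mean of the libraries of each line. The median log2 fold change of all genes was 0.08, and genes of low mean expression lay above it.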

Principal component analysis showed that endocardial samples clustered separately from endothelial samples (Fig. S3A). To confirm the integration site of the *Gt(endocard:egfp)* line, RNA-sequencing reads were mapped to the gene-trap cassette. These reads extended into exon 1 of the *map3k22* gene, confirming the reported integration site (Fig. S3B) (Bussmann et al., 2010). Despite mapping to this locus, *in situ* hybridisation (ISH) analysis of *map3k22* showed no detectable expression in the endocardial region (S.J.C., unpublished). Furthermore, no *map3k22* transcripts were detected in the *Tg(fli1a:egfp)* transcriptome. This suggests that rather than the *Gt(SAGFF27C)* gene-trap line reporting bona fide *map3k22* expression, the endocardial expression observed is an artefact either of chromosomal rearrangement from the particular gene-trap insertion event and/or is reporting expression from a nearby locus. 

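The authors' deposited table lists this gene under its identifier ENSDARG00000074219 with the symbol map3k20, and the gene name list used here gives it as map3k22. Its log2 fold change of Gt(endocard:egfp) over Tg(fli1a:egfp) in the authors' deposited table was 6.16, with 95% confidence limits of 3.87 and 8.45. The standard error was 1.01, among the wider ones, and the TREAT adjusted p-value (Benjamini-Hochberg over all genes) was 0.0326. The calculated means were 5.53 CPM in Gt(endocard:egfp) and 0.0775 CPM in Tg(fli1a:egfp). The mean in Tg(fli1a:egfp) lay 2.29 log2 units above that of genes without reads, and 790 of the genes (4.01%) had a lower one. At the depth implied by genes without reads, it corresponds to 1.95 reads per Tg(fli1a:egfp) library, against 193 reads per Gt(endocard:egfp) library. The calculation assumes equal weights of the libraries and the usual voom offset, and how the reads were spread over the 3 libraries of a line was not analysed here. The paper found reads that join the gene-trap cassette to exon 1 of this gene (Fig. S3B). Reads of that joined transcript may be counted for map3k22, so its log2 fold change need not reflect expression of the gene itself.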

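Genes next to map3k22 were examined for a difference between the lines. Gene order was taken from the assembly GRCz12tu, since the counts were made on GRCz11 and no coordinates of that build were used here; 16011 of the 19722 genes (81.2%) could be placed. The 10 nearest listed protein-coding genes on each side of map3k22 had a median log2 fold change of 0.09. This lay at percentile 52.0 of 10000 random windows of as many neighbouring genes, whose central 95% ran from -0.36 to 0.67. With the mean in place of the median the value was 0.24, at percentile 49.0. Of the 20 genes, 9 had an adjusted p-value under 0.05, 5 of them higher in Gt(endocard:egfp) and 4 lower. TREAT was passed by 0 genes, against 3 at an unadjusted TREAT p-value under 0.05. These 3 genes, myd88, acaa1 and plcd1a, were all higher in Gt(endocard:egfp). In the authors' deposited table, the nearest gene on one side, cry-dash, had a log2 fold change of -0.73 (adjusted p = 0.0180, limma with Benjamini-Hochberg adjustment), and the nearest on the other, acaa1, one of 2.08 (adjusted p = 0.0330). The standard errors of these genes were 0.17 and 0.58. The next gene past cry-dash, myd88, had a log2 fold change of 1.74 in the authors' deposited table, while its neighbour oxsr1b had one of -1.28. In the windows of 5 and 20 genes on each side, which were chosen after the data were seen, the medians were 0.78 (percentile 95.4) and -0.09 (percentile 12.3).

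**Figure D1:**
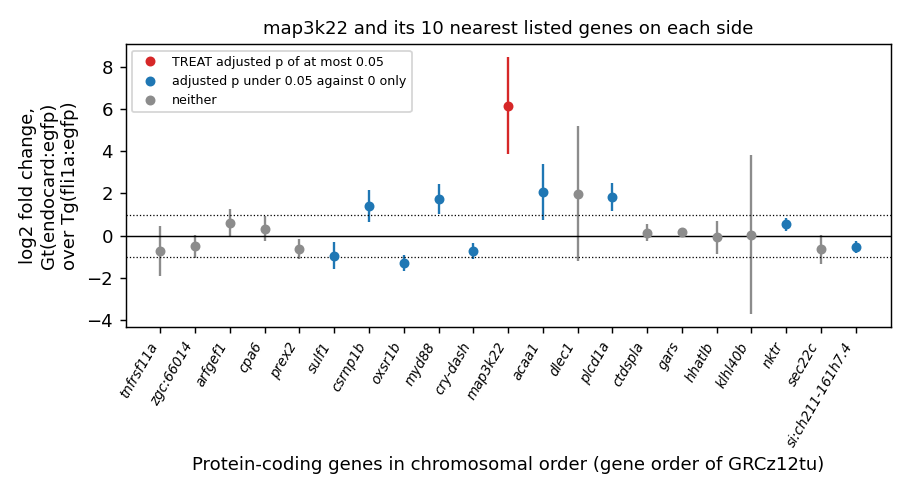
Log2 fold change of Gt(endocard:egfp) over Tg(fli1a:egfp) in the authors' deposited table (y axis) for map3k22 and its 10 nearest listed protein-coding genes on each side, in the gene order of GRCz12tu (x axis, not to distance). Points are log2 fold changes, bars are 95% confidence limits and dotted lines mark log2 fold changes of -1 and 1. map3k22 lies at 6.16, and its neighbours between -1.28 and 2.08.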

Whichever is the case, we have not determined it here.

**Fig. 2.**
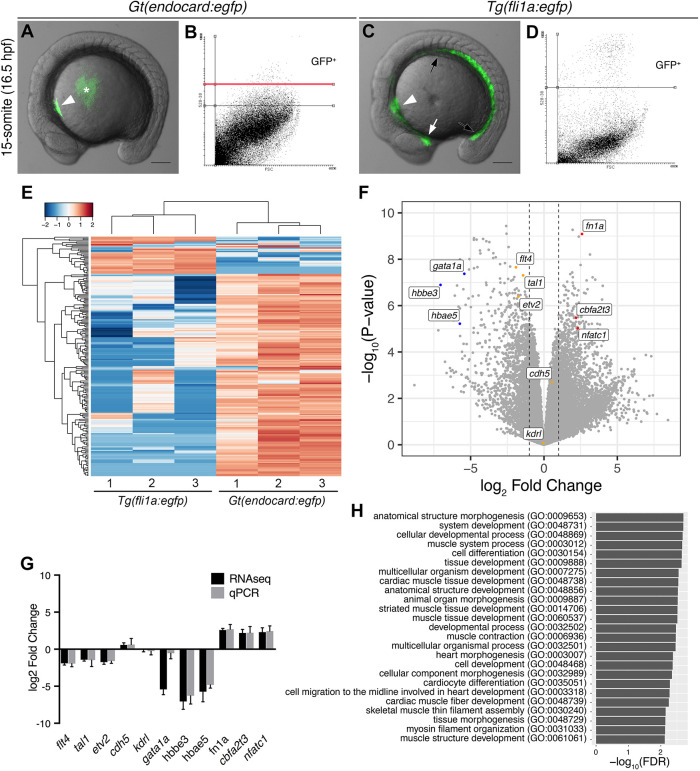
**The endocardium is molecularly distinct from the vascular endothelium.** (A,C) Live images of *Gt(endocard:egfp)* and *Tg(fli1a:egfp)* embryos at the 15 somite-stage (16.5 hpf) showing GFP fluorescence. GFP fluorescence can be seen in the endocardial progenitors (white arrowhead) of *Gt(endocard:egfp)* embryos (A), some auto-fluorescence is seen in the yolk (asterisk). In *Tg(fli1a:egfp)* embryos (C), GFP fluorescence can be seen in the entire vascular endothelium of the trunk (black arrows) and head (white arrow) as well as the endocardium (white arrowhead). Scale bars: 50 μm. (B,D) FACS plots from dissociated *Gt(endocard:egfp)* (B) and *Tg(fli1a:egfp)* (D) embryos show the gating strategy to collect GFP^+^ cells: two gates were used to collect high and low GFP^+^ populations for *Gt(endocard:egfp)* embryos, and all analysis was performed on cells collected above the red line (B), whereas a single population was collected for *Tg(fli1a:egfp)* embryos (D). (E) Hierarchical clustering of the top 200 most variable genes across all samples shows that samples segregate according to transgene. (F) Volcano plot showing the spread of differentially expressed genes with a subset of genes labelled, the dotted lines show a log_2_ fold change of 1 or −1. (G) Validation of the subset of genes highlighted in F by qPCR (G). Log_2_ fold change is represented, error bars indicate 95% confidence intervals. (H) GO term analysis using a PANTHER overrepresentation test was performed on TREAT lists of genes upregulated in the *Gt(endocard:egfp)^High^* samples relative to *Tg(fli1a:egfp)*. The 25 most significant GO terms for genes enriched in the endocardium are shown.

Hierarchical clustering of the top 200 most variable genes showed that endocardial and endothelial samples separate according to cell type (Fig. 2E). Differential expression analysis found a total of 122 statistically significant genes enriched in the endocardium and 165 enriched in the endothelium (Fig. 2F). 

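With the rebuilt TREAT test and Benjamini-Hochberg adjustment over 19722 genes, 122 genes were higher in Gt(endocard:egfp) and 165 were higher in Tg(fli1a:egfp). In number of genes, both counts moved most when an adjusted p-value of at most 0.05 against 0 was combined with an absolute log2 fold change of at least 1, which gave 1442 and 1060 genes. As a ratio, the first count moved most under Holm's adjustment of the TREAT p-values, which left 9 genes higher and 37 lower. Among the genes past TREAT, the 10 highest in Gt(endocard:egfp) by log2 fold change were fnbp1b, mybpc2b, map3k22, si:dkey-239j18.2, ENSDARG00000079376, ENSDARG00000094559, ENSDARG00000103837, mmel1, smyhc1 and smyhc2. The TREAT adjusted p-values of these 10 genes ran from 0.000438 for smyhc1 to 0.0453 for ENSDARG00000094559. fnbp1b and si:dkey-239j18.2 are each listed under 2 identifiers, and ENSDARG00000079376 and ENSDARG00000094559 belong to a group of similar copies, so that reads may have been split between copies and their values are uncertain. The calculated mean of fnbp1b in Tg(fli1a:egfp) was that of a gene without reads. map3k22 is the insertion site of the gene trap, whose own transcript may be counted there. The 10 lowest were hbbe2, hbbe3, si:dkey-85n7.8, adad2, slc4a1a, epb41b, cyp46a1.1, hbae5, btk and rell2. Their TREAT adjusted p-values ran from 4.49e-05 for btk to 0.0364 for si:dkey-85n7.8. The authors' deposited table gives btk a log2 fold change of -5.73, and its standard error of 0.28 was under the median of all genes. The paper relates hbbe3 and hbae5 to red blood cells, which Tg(fli1a:egfp) also labels, so the lowest genes do not stand for vascular endothelium alone. From its RNA-sequencing, the paper concludes that the endocardium has a molecular signature that sets it apart from the vascular endothelium (Fig. 2). It also examined chosen genes by qPCR and in situ hybridisation.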

To validate these differences, a subset of genes representing blood, endothelium and endocardium were validated by qPCR (Fig. 2F,G). Genes related to red blood cell development, *gata1a*, *hbbe3* and *hbae5*, were enriched in the *fli1a:egfp^+^* population as expected due to these cells arising from the intermediate cell mass in the trunk of the embryo (Davidson and Zon, 2004) (Fig. 2F), although we were unable to validate the *gata1a* expression by qPCR (Fig. 2G). 

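In the authors' deposited table, the log2 fold changes of Gt(endocard:egfp) over Tg(fli1a:egfp) were -5.43 for gata1a (ENSDARG00000013477), -7.05 for hbbe3 (ENSDARG00000038147) and -5.74 for hbae5 (ENSDARG00000045142). Their standard errors were 0.32, 0.47 and 0.60, so each difference was more than 9 times its error. All 3 genes passed TREAT, with adjusted p-values (Benjamini-Hochberg over all genes) of 0.000108, 0.000193 and 0.00362. gata1a had a calculated mean of 16.4 CPM in Gt(endocard:egfp) and 706 in Tg(fli1a:egfp). The mean of hbbe3 was 5.80 against 769 CPM, and that of hbae5 was 0.355 against 18.9. A list of 20 genes of red blood cells, fixed before the data were examined, had a median log2 fold change of -4.68. This was lower than in each of 10000 random lists of genes of like mean expression, whose central 95% ran from -0.33 to 0.21. Of the 20 genes, 18 were lower in Gt(endocard:egfp) at an adjusted p-value under 0.05, and 15 passed TREAT. Adjusted over the list alone, 17 passed TREAT. The exceptions to the direction were blf, which was higher with a log2 fold change of 0.37 in the authors' deposited table (adjusted p = 0.0272, limma with Benjamini-Hochberg adjustment), and sptb, whose value of 0.09 in the authors' deposited table could not be told from 0 (adjusted p = 0.736, the same test). hbae1.3 is listed under 2 identifiers, and reads of the globin genes may have been split between near-identical copies. The list differed from all other genes with an adjusted p-value of 1.75e-69 (cameraPR on the t-statistics, inter-gene correlation 0.01, Benjamini-Hochberg over 13 lists). The ranks of the t-statistics moved this most among the alternatives, to 1.51e-08, and a correlation of 0.05 gave 8.14e-43. An estimated correlation, or the fry test, needs values per library and was not run.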

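For 5 genes commonly expressed in all endothelial cells, the differences between Gt(endocard:egfp) and Tg(fli1a:egfp) were of different sizes. In the authors' deposited table, kdrl (ENSDARG00000105215) had a log2 fold change of -0.03 with 95% confidence limits of -0.36 and 0.29, and cdh5 (ENSDARG00000075549) had one of 0.57 with limits of 0.27 and 0.86. The adjusted p-value of kdrl against 0 in the authors' deposited table was 0.892 and that of cdh5 was 0.0158 (limma with Benjamini-Hochberg adjustment). Against a log2 fold change of 1, both genes had a TREAT adjusted p-value of 1.00. The calculated means of cdh5 were 226 CPM in Gt(endocard:egfp) and 152 in Tg(fli1a:egfp), a 1.48-fold difference. The authors' deposited table gave log2 fold changes of -1.91 for flt4 (ENSDARG00000104453), -1.42 for tal1, the current symbol of scl (ENSDARG00000019930), and -1.74 for etv2 (ENSDARG00000053868). Their standard errors were 0.10, 0.08 and 0.13, and their TREAT adjusted p-values were 0.00182, 0.0333 and 0.0190. A list of 23 pan-endothelial genes, fixed before the data were examined and holding these 5, had a median log2 fold change of -0.62. The median lay below all 10000 random lists of genes of like mean expression (central 95% from -0.36 to 0.10), and the list differed from all other genes with an adjusted p-value of 2.47e-15 (cameraPR, Benjamini-Hochberg over 13 lists). Without the genes that the study labels in its figures or names as markers the adjusted p-value was 4.86e-07, and without hhex as well, which its Discussion names, it was 1.80e-07, a setting chosen after the data were seen. At an adjusted p-value under 0.05, 12 of the 23 genes were lower in Gt(endocard:egfp) and 2 were higher, cdh5 and esama. TREAT was passed by 6 genes, all lower (flt4, tal1, etv2, fli1a, cldn5b and lmo2), and adjusted over the list alone by 8. fli1a is the gene of the reporter by which the Tg(fli1a:egfp) cells were sorted, so its direction is not independent evidence. The test without the genes of the study leaves it out. Since Tg(fli1a:egfp) also labels blood cells, a lower value need not reflect a difference between endothelial cells. The 3 genes with the lowest log2 fold changes were npas4l, lmo2 and sox18.

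**Figure D2:**
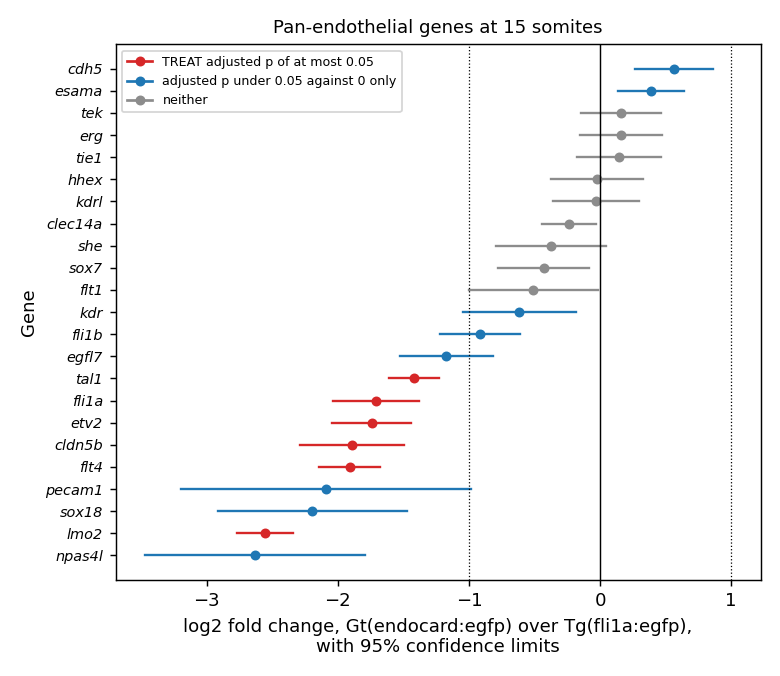
Log2 fold change of Gt(endocard:egfp) over Tg(fli1a:egfp) at the 15-somite stage in the authors' deposited table (x axis) for 23 pan-endothelial genes (y axis). Points are log2 fold changes, bars are 95% confidence limits, dotted lines mark -1 and 1, and colours show which test each gene passed. The 6 genes past TREAT all lie below -1, and the interval of kdrl spans 0.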

Surprisingly, of the expected pan-endothelial markers analysed, only *kdrl* and *cdh5* were found to show no statistically significant fold change, whereas *flt4*, *scl* and *etv2* were all significantly enriched in the endothelium (Fig. 2F). Reassuringly, *fn1a* and *nfatc1*, markers previously reported to be expressed in the endocardium (Palencia-Desai et al., 2011; Trinh and Stainier, 2004; Wong et al., 2012), were enriched in the *Gt(endocard:egfp)* population (Fig. 2F,G), and GO term analysis on the endocardially enriched gene list retrieved terms relating to heart development and morphogenesis (Fig. 2H; Table S1). 

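The log2 fold changes of Gt(endocard:egfp) over Tg(fli1a:egfp) in the authors' deposited table were 2.59 for fn1a (ENSDARG00000019815; 95% confidence limits 2.37 and 2.81) and 2.31 for nfatc1 (ENSDARG00000036168; limits 1.73 and 2.89). The standard errors were 0.10 and 0.26, and the TREAT adjusted p-values (Benjamini-Hochberg over all genes) were 4.49e-05 and 0.0308. fn1a rose from a calculated mean of 306 CPM in Tg(fli1a:egfp) to 1842 in Gt(endocard:egfp), and nfatc1 from 10.2 to 50.2. Of a list of 20 myocardial genes fixed before the data were examined, 16 were listed, and all 16 had log2 fold changes above 0 with a median of 1.64. The median lay above all 10000 random lists of like mean expression, and the list differed from all other genes with an adjusted p-value of 1.12e-12 (cameraPR, Benjamini-Hochberg over 13 lists). At an adjusted p-value under 0.05, 10 of the genes were higher, and 5 passed TREAT (gata4, gata5, tbx20, nexn and ttn.2), while 6 passed adjusted over the list alone. In the authors' deposited table, gata5 had a log2 fold change of 1.96, gata4 one of 2.52 and tbx20 one of 2.21. The contractile genes of the list differed in how certain the rise was. ttn.2 and nexn had log2 fold changes of 3.49 and 2.40 in the authors' deposited table and TREAT adjusted p-values of 0.00295 and 0.0398. Against 0, tnnt2a and actn2b had adjusted p-values of 0.0135 and 0.0484 in the authors' deposited table (limma with Benjamini-Hochberg adjustment), with log2 fold changes of 1.11 and 1.24. By the same test in the authors' deposited table, myl7, cmlc1 and tnnc1a could not be told from 0, with adjusted p-values of 0.183, 0.197 and 0.235. The log2 fold change of myl7 in the authors' deposited table was 1.53, and its standard error was 0.78. The calculated mean of myl7 was 4.71 CPM in Gt(endocard:egfp) and 1.63 in Tg(fli1a:egfp). nkx2.5, which the paper also names as a myocardial marker, had the lowest log2 fold change of the list. It was 0.53 in the authors' deposited table (adjusted p = 0.657, limma with Benjamini-Hochberg adjustment). The paper kept only cells of high GFP to limit the share of cardiomyocytes. The list does not tell cardiomyocytes apart from expression of its genes in the endocardial cells. Skeletal muscle genes were also higher. Of a list of 20 fixed in the same way, which shares no gene with the myocardial list, 17 were listed, with a median log2 fold change of 1.87 and an adjusted p-value of 5.00e-08 (cameraPR, as above). Of these, 8 had an adjusted p-value under 0.05, and actc1b, smyhc1 and ckmb passed TREAT, as they did adjusted over the list alone. The calculated mean of actc1b was 281 CPM in Gt(endocard:egfp) and 32.0 in Tg(fli1a:egfp). The GO terms themselves were not analysed here.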

To identify genes with previously unreported expression in the endocardium, several were selected for ISH-based screening to validate endocardial expression (Fig. S4). Of these, a subset was found to have restricted expression in regions consistent with the endocardium, including *cbfa2t3*, *gfi1ab*, *hapln1b* and *nrp1a* (Fig. 2; Fig. S4).

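Of the 34 genes labelled in Fig. S4, 31 were found in the authors' deposited table. evplb, gfi1ab and tgm were not found under those names and are not analysed here. The 31 genes had a median log2 fold change of 2.09, above all 10000 random lists of genes of like mean expression (central 95% from -0.28 to 0.25), and differed from all other genes with an adjusted p-value of 4.78e-26 (cameraPR, Benjamini-Hochberg over 13 lists). At an adjusted p-value under 0.05 against 0, 28 genes were higher in Gt(endocard:egfp) and 0 were lower. TREAT was passed by 7 genes over all genes tested (btbd11b, cbfa2t3, epas1a, fn1a, itga9, ly75 and pou2f2a) and by 20 adjusted over the list alone. The study chose genes for this screen from the same samples, so the count within the list is not independent evidence, apart from fn1a, which the paper cites as a marker reported before. The 3 genes that did not pass against 0 were myca, mycb and nos1. In the authors' deposited table, mycb, the only gene below 0, had a log2 fold change of -0.17 (adjusted p = 0.222, limma with Benjamini-Hochberg adjustment) and nos1 one of 5.82, the latter with confidence limits of 0.75 and 10.89. The standard error of nos1 was 2.23, against 0.09 for mycb. ly75 was among the most certain, with a log2 fold change of 3.31 in the authors' deposited table, a standard error of 0.20 and a TREAT adjusted p-value of 0.000391. krt4 had nearly the same log2 fold change in the authors' deposited table, 3.28, but its standard error of 0.69 left it at a TREAT adjusted p-value of 0.161. The same held for grhl2a and gys1, with standard errors of 0.91 and 1.06. pou2f2a is listed under 2 identifiers, and its value is uncertain where reads were split between them.

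**Figure D3:**
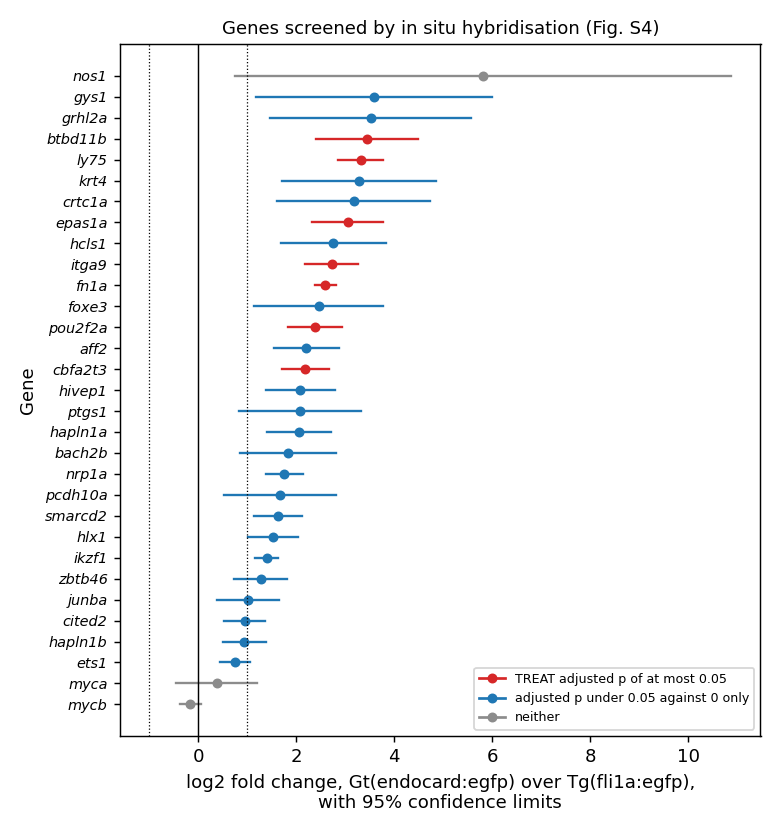
Log2 fold change of Gt(endocard:egfp) over Tg(fli1a:egfp) in the authors' deposited table (x axis) for the 31 genes of Fig. S4 that it lists (y axis). Points are log2 fold changes, bars are 95% confidence limits, dotted lines mark -1 and 1, and colours show which test each gene passed. The interval of nos1 is the widest, from 0.75 to 10.89, and 7 genes pass TREAT.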

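In the sorted cells, these genes differed between the lines to different degrees. cbfa2t3 (ENSDARG00000079012) had a log2 fold change of 2.19 in the authors' deposited table, with a standard error of 0.21 and a TREAT adjusted p-value of 0.0201 (Benjamini-Hochberg over all genes). Its calculated mean was 139 CPM in Gt(endocard:egfp) and 30.5 in Tg(fli1a:egfp). nrp1a had a log2 fold change of 1.75 in the authors' deposited table (95% confidence limits 1.38 and 2.13) and a TREAT adjusted p-value of 0.0510, so it was higher in Gt(endocard:egfp) but not by more than 1 on the log2 scale at that threshold. The log2 fold change of hapln1b in the authors' deposited table was 0.94 (limits 0.50 and 1.37), with an adjusted p-value of 0.0101 against 0 (limma with Benjamini-Hochberg adjustment) and a TREAT adjusted p-value of 1.00. hapln1b was nonetheless well expressed in both lines, at calculated means of 70.8 CPM in Gt(endocard:egfp) and 37.0 in Tg(fli1a:egfp). The intervals of hapln1b and cbfa2t3 do not overlap. itga9, which is also in Fig. S4, had a log2 fold change of 2.72 in the authors' deposited table and a TREAT adjusted p-value of 0.00569. The study names 7 endocardial genes in all, of which 6 were listed. Their median log2 fold change was 2.25, and they differed from all other genes with an adjusted p-value of 1.38e-19 (cameraPR, Benjamini-Hochberg over 13 lists). Of the 6, 4 passed TREAT over all genes and 5 adjusted over the list alone. The paper cites fn1a and nfatc1 as endocardial markers reported before, whereas the other genes of the list were chosen on these samples and are not independent evidence.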

To investigate the earliest time point at which endocardial progenitors begin to express these markers, expression of the *Gt(endocard:egfp)* line was examined by ISH over a developmental time course from 5 s (11.5 hpf) through to 48 hpf (Fig. 3). *endocard:egfp* expression was first detected as early as 8 s (13 hpf). This expression was observed in faint semilunar domains in the lateral regions at the anterior of the embryo (Fig. 3) and were lost in an *npas4l* mutant (Fig. S5). These bilateral expression domains were observed more caudal at 10 s (Fig. 3). By 15 s (16.5 hpf), expression was found at the midline in the region of the endocardial core of the cardiac disc (Fig. 3), consistent with the observations made by examining fluorescence (Fig. 1). As *nfatc1* expression was also found to be enriched in the endocardial population at 15 s (Fig. 2F,G), its expression was also analysed over the same time course. *nfatc1* expression was similarly found to initiate as early as 8 s and was observed in domains comparable with that of *endocard:egfp* expression, although much weaker (Fig. 3). Finally, *cbfa2t3* (identified from transcriptome analysis; Fig. 2; Fig. S4) was analysed over the same time course. *cbfa2t3* expression was also found to initiate at 8 s, although at very weak levels, and was observed in similar domains up until at least 15 s (Fig. 3). By 20 s, *cbfa2t3* expression was no longer apparent in the endocardium, although expression continued in the otic placode, olfactory placode, nervous system and head (Fig. 3). Together, these results show that the endocardium expresses multiple unique markers as early as 8 s, much earlier than previously appreciated in zebrafish development.

**Fig. 3.**
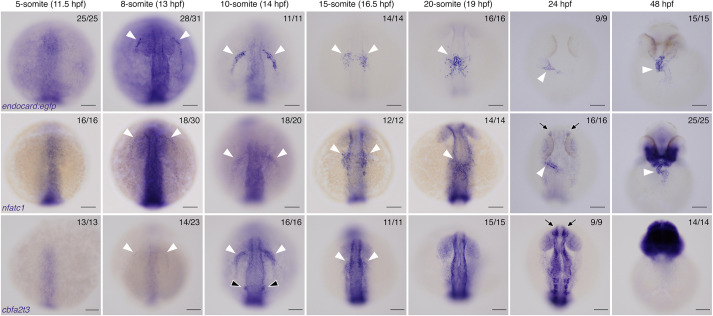
**Endocardial markers are first expressed at 8 s in zebrafish embryos.** *In situ* hybridisation for *endocard:egfp*, *nfatc1* and *cbfa2t3* expression in embryos from 5 s (11.5 hpf) through to 48 hpf, showing expression emerging in the endocardium from 8 s onwards. White arrowheads show the expression domains corresponding to endocardial cells and their progenitors. *nfatc1* expression is also observed in the olfactory placode (black arrows) as previously described. *cbfa2t3* expression is also seen in otic vesicle progenitors (black arrowheads) and throughout the neural system (black arrows). Anterior to the top in all images. Anterior views at 48 hpf, all other images show dorsal views. Scale bars: 100 μm. The number of embryos matching the image shown is indicated in the top right of each image.

### *npas4l* and *etv2*, but not *scl*, are required for endocardial progenitor commitment

Previous studies have elegantly demonstrated that perturbation of fate-determining transcription factors can impact the expression domains of myocardial, endothelial and myeloid populations across the ALPM (Keegan et al., 2005; Lieschke et al., 2002; Palencia-Desai et al., 2011; Schoenebeck et al., 2007; Simões et al., 2011; Sumanas et al., 2008). However, without a unique marker of endocardial identity, this population is yet to be studied. Having established the *Gt(endocard:egfp)* line as a marker of the endocardium, we first performed expression analysis to confirm its location in relation to these other well-studied cell populations (Fig. S6). Double fluorescent ISH analysis of the myocardial marker *myl7*, combined with *egfp* expression, at 15 s showed endocardial progenitors located rostral and medial to myocardial progenitors (Fig. S6). Double fluorescent ISH analysis of the myeloid marker *spi1b* and *egfp* showed endocardium located caudal and medial to myeloid cells (Fig. S6). Combining this location with expression of *Gt(endocard:rfp)* on the *Tg(kdrl:egfp)* background at 20 s allowed us to make a map of the endocardial expression domain in relation to these other developing primordia (Fig. S6). Importantly, expression of each of these markers [with the exception of *Gt(endocard:rfp)* and *Tg(kdrl:egfp)*] showed mutually exclusive expression at 15 s.

Next, we generated loss-of-function models for key regulators of endothelial identity and investigated their effect on endocardial development. CRISPR/Cas9 genome-editing was used to create loss-of-function mutants for *npas4l* and *etv2* genes (Fig. S7) and a previously validated morpholino against *scl* was used to deplete *scl*. Each of these models was phenotypically characterised and found to phenocopy published loss-of-function models (Fig. 4; Fig. S7). These models were examined for endocardial (*endocard:egfp)*, myeloid (*spi1b*) and myocardial (*myl7*) expression.

**Fig. 4.**
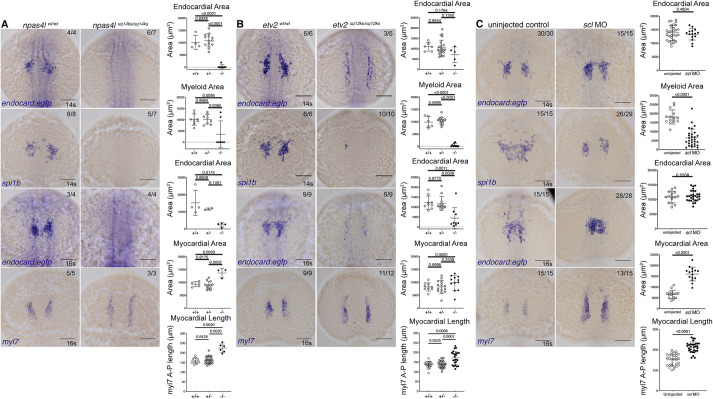
***Gt(endocard:egfp)* expression is reduced in *npas4l* and *etv2* mutants.** (A-C) *In situ* hybridisation for *endocard:egfp* and *spi1b* expression at 14 s and *endocard:egfp* and *myl7* expression at the 16 s in *npas4l^uq14ks^* mutants (A), *etv2^uq13ks^* mutants (B) and *scl* morphants (C). Quantification of the expression domain was measured by calculating the surface area of the stain or the length of the staining domain. These measurements are shown in adjacent graphs, where wild-type (+/+), heterozygous (+/−) and mutant (−/−) quantification is depicted for *npas4l^uq14ks^* and *etv2^uq13ks^* mutants and siblings, and uninjected or morphant treatment for *scl*. Dorsal views, with anterior to the top. Scale bars: 100 μm. Data are mean±s.d. *P*-values are present in graphs were calculated using a one-way ANOVA (for *npas4l* and *etv2* mutant analysis) or an unpaired two-tailed *t*-test (for *scl* MO analysis).

As expected, endocardial expression was completely absent in *npas4l* mutants at both 14 s and 16 s (Fig. 4A). The myeloid expression domain was also completely absent in mutants, consistent with previous reports (Lieschke et al., 2002). The myocardial expression domains were expanded (Fig. 4A), as described previously (Schoenebeck et al., 2007).

We next examined *etv2* mutants and found a trend toward decreased staining area for endocardial expression at 14 s (Fig. 4B). Most notably, the bilateral *endocard:egfp* expression in these mutants was extended along the anterior-posterior axis and localised to the lateral margins of the embryo (consistent with vascular endothelial localisation), suggesting presumptive endocardium is failing to migrate to the midline as in wild-type siblings (Fig. 4B). By 16 s, *endocard:egfp* expression is significantly reduced and cell counts show a dramatic 98% reduction in cell numbers, compared with sibling controls (Fig. S7). In addition, *spi1b* expression is lost at 14 s and *myl7* expression expanded in length at 16 s (Fig. 4B).

Surprisingly, *scl* knockdown had little effect on the expression domain of *endocard:egfp* (Fig. 4C). This contrasts with cell counts for *scl* morphants, which showed a small (25%) reduction in cell number (Fig. S7). Interestingly, these data signify a clear distinction between *etv2* and *scl* function in this endothelial population. At 16 s, the spatial organisation of endocardial expression was altered in *scl* morphants, in accordance with a previously described role for *scl* in endocardial cell migration and morphology (Bussmann et al., 2007; Schumacher et al., 2013). Also consistent with previous reports (Gering et al., 1998; Patterson et al., 2005; Shivdasani et al., 1995), a significant reduction of the myeloid domain was observed (Fig. 4C) as well as an increased myocardial expression domain.

Together, these results show that transcription factors *npas4l* and *etv2* are required for endocardial development. Furthermore, *scl* is dispensable for early endocardial differentiation, despite its previously described role in endocardial morphogenesis (Bussmann et al., 2007; Schumacher et al., 2013) and maintenance of endocardial identity during later development (Clay and Ramakrishnan, 2005; Schumacher et al., 2013; Van Handel et al., 2012).

### Bmp signalling is required for endocardial differentiation

Next, we examined downstream effectors of two signalling pathways known to be important for cardiovascular development. In zebrafish, VEGF signalling has previously been shown to act through Erk during early stages of angiogenesis (Shin et al., 2016a,b) and Bmp signalling through Smad1/5/8 (Derynck and Zhang, 2003). Analysing phosphorylated Erk 1/2 (pErk) and phosphorylated Smad1/5/8 (pSmad) in *Gt(endocard:egfp)* or *Tg(fli1a:egfp)* embryos at 15 s showed considerable co-labelling of pSmad with endocardial progenitors, whereas pErk labelling was observed predominantly in adjacent vascular endothelium (Fig. 5A). Quantification confirmed this, showing increased pErk intensity in endothelium compared with endocardial progenitors (Fig. 5; Fig. S8). Conversely, an increase in the number of pSmad-positive cells was observed in endocardial progenitors compared with adjacent vascular endothelium. This suggests that Bmp signalling is more active in endocardium than developing vasculature, whereas Erk is more active in vasculature than endocardium.

**Fig. 5.**
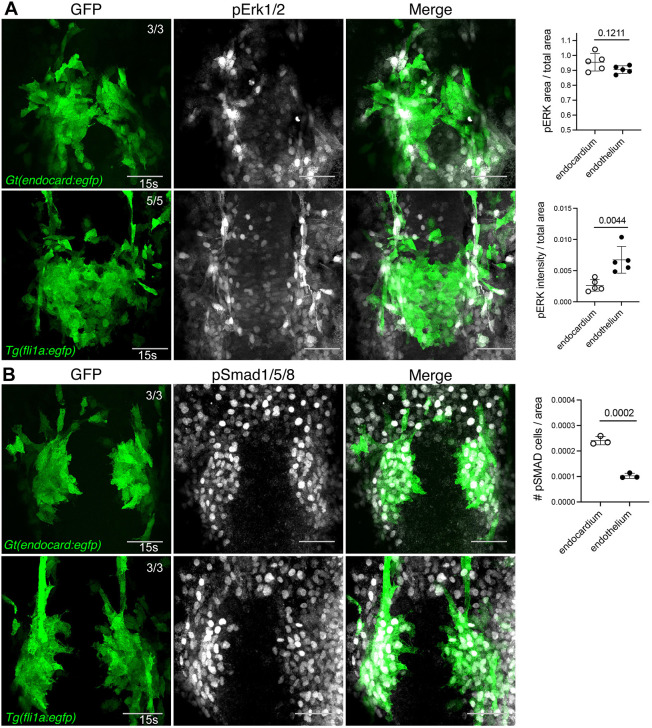
**Bmp signalling is active in developing endocardial cells.** (A,B) Immunofluorescence staining for pErk1/2 (A) in *Gt(endocard:egfp)* and *Tg(fli1a:egfp)* embryos at 15 s shows minimal pErk1/2 signal in endocardial cells and high activity in the adjacent vascular endothelium. By contrast, pSmad1/5/8 (B) in *Gt(endocard:egfp)* and *Tg(fli1a:egfp)* embryos at 15 s shows high pSmad1/5/8 activity in developing endocardial cells but minimal activity in adjacent vasculature. Quantification of pErk1/2 area and intensity or pSMAD cell number in endocardium or adjacent vasculature is depicted in neighbouring graphs. Dorsal views are shown with anterior to the top in all images. Scale bars: 50 μm. Data are mean±s.d. *P*-values are present in graphs (determined by an unpaired two-tailed *t*-test).

To investigate whether Bmp signalling plays a functional role in endocardial development, the *Gt(endocard:egfp)* line was crossed with the heat-shock-inducible transgenic lines, *Tg(hsp70l:bmp2b)* and *Tg(hsp70l:nog3)* (Chocron et al., 2007), either activating or inhibiting the Bmp pathway, respectively. Embryos were heat-shocked at tailbud stage (10 hpf) and fixed at 14 s or 16 s for analysis of the myeloid, endocardial and myocardial domains. Inhibition of the Bmp signalling pathway by global induction of *nog3* expression resulted in a reduction of endocardial (Fig. 6), myeloid and myocardial expression domains at 14 s and 16 s (Fig. S9). Reciprocally, activation of the Bmp signalling pathway by global induction of *bmp2b* expression caused a significant expansion of the endocardial (Fig. 6) and myeloid (Fig. S9) expression domains but did not increase in the myocardial domain area (Fig. S9). Interestingly, activating Bmp signalling not only increased the endocardial expression domain but also resulted in stronger staining compared with siblings lacking the heat-shock transgene (Fig. 6). Quantification of cell number showed a trend but no significant increase in cell number following increased Bmp signalling, implying the expansion of the endocardial domain is through increased transcription of *egfp* within endocardial cells. These results show that Bmp signalling is necessary for early endocardial development.

**Fig. 6.**
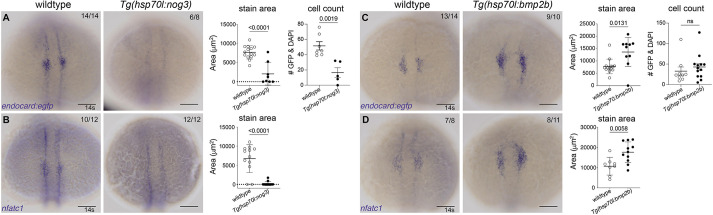
**Bmp signalling is required for endocardial development.** (A,B) *In situ* hybridisation for endocardial markers *endocard:egfp* (A) and *nfatc1* (B) in wild-type (transgenic negative siblings) or *Tg(hsp70l:nog3)* embryos at the 14 somite (s) stage [heat-shock performed at tailbud stage (10 hpf)] shows significantly reduced staining of the endocardial domain upon inhibition of Bmp signalling. Quantification of the staining area of expression is shown in adjacent graphs. Quantification of GFP-positive and DAPI-positive cell number is also shown, as determined by confocal imaging of *Gt(endocard:egfp)*, DAPI-stained embryos at 14-15 s. (C,D) Wild-type sibling controls or *Tg(hsp70l:bmp2b)* embryos at 14 s (heat-shocked at tailbud) show increased staining area in embryos stained for *endocard:egfp* (C) or *nfatc1* (D). Quantification of the area of expression shown in adjacent graphs. Dorsal views are shown with anterior to the top in all images. Scale bars: 100 μm. Data are mean±s.e.m. *P*-values are present in graphs (unpaired two-tailed *t*-test). ns, not significant.

### Bmp signals through *npas4l* and *etv2* to instruct endocardial differentiation

Given the dependency of the endocardium on *npas4l* and *etv2* as well as Bmp signalling (Figs 4, 6; Fig. S9), we examined whether *npas4l* and *etv2* expression were perturbed by altered Bmp signalling. Inhibition of Bmp signalling by heat-shock at the tailbud stage did not abolish either *npas4l* or *etv2* expression but significantly reduced the expression of *npas4l* and altered patterning of *etv2* (Fig. S10). In addition, weak *etv2* expression could be detected by ISH in the endocardium at 20 s. This expression was reduced or lost upon inhibition of Bmp signalling (Fig. S10), suggesting that Bmp signalling is required for *etv2* expression.

We next examined the epistatic relationship between Bmp signalling and *etv2* in endocardial development. Heat-shock of *Tg(hsp70l:bmp2b)* at tailbud stage had no effect on endocardial expression in the absence of *etv2*, in that overactivation of Bmp signalling could not rescue the lost endocardial expression observed in *etv2* mutants (Fig. 7). This suggests that *etv2* functions downstream of Bmp signalling to induce endocardial differentiation. To prove this, the reciprocal experiment was performed, overexpressing *etv2* in *Tg(hsp70l:nog3)* embryos (Fig. S11). Although endocardial expression was reduced upon inhibition of Bmp signalling compared with the wild type (Fig. 6), overexpression of *etv2* upon inhibition of Bmp signalling was capable of restoring *endocard:egfp* expression (Fig. 7). A similar phenomenon was observed for *npas4l* overexpression in Bmp-inhibited embryos, suggesting that *etv2* and *npas4l* are sufficient for endocardial differentiation in the absence of Bmp signalling. Together, these results demonstrate that *npas4l* and *etv2* function downstream of Bmp signalling to induce endocardial differentiation.

**Fig. 7.**
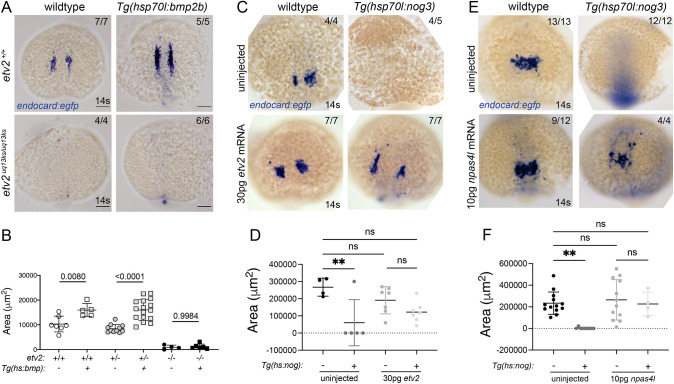
**Epistasis experiments show that *npas4l* and *etv2* are downstream of Bmp signalling.** (A) *In situ* hybridisation for *endocard:egfp* expression in wild type and *etv2* mutant with and without the *hsp70l:bmp2b* transgene. *etv2* mutants have reduced *endocard:egfp* expression, irrespective of Bmp overexpression. (B) Quantification of the staining area shows Bmp overexpression increased the *endocard:egfp* expression domain whereas *endocard:egfp* expression is lost in *etv2* mutants, regardless of Bmp overexpression. (C-F) Reciprocal experiments involving *in situ* hybridisation for *endocard:egfp* expression in wild-type (transgenic negative siblings) or *Tg(hsp70l:nog3)* embryos injected with 30 pg of *etv2* (C) or 10 pg of *npas4l* (E) mRNA. Quantification of staining area shows that both *etv2* (D) and *npas4l* (F) mRNA overexpression can restore *endocard:egfp* expression upon Bmp inhibition. Scale bars: 100 μm. Data are mean±s.d. *P*-values are indicated in graphs. **P<0.01 (one-way ANOVA). ns, not significant.

## DISCUSSION

The endocardium is a unique invention of the vertebrate taxa (Perez-Pomares et al., 2009). Although the endocardium has many molecular similarities to the adjacent vascular endothelium, there are distinct physiological functions of these tissues (Harris and Black, 2010). What distinguishes these lineages on a molecular level remains an important and underexplored question in cardiovascular biology.

Characterisation of the *Gt(endocard:egfp)* line during somitogenesis stages shows expression of this marker enriched in endocardial progenitors as early as 8 s. Importantly, we found that *nfatc1* is expressed in similar spatiotemporal domains and a newly identified marker, *cbfa2t3*, also has similar expression. These results show that the endocardium is specified earlier than previously appreciated in zebrafish development and that a unique transcriptional profile is established before the formation of the linear heart tube, bringing it in line with what has been reported in mice (de la Pompa et al., 1998). The observed onset of endocardial expression at 8 s is suggestive that endocardial identity is assumed close to this time in development. This marries well with observations of *npas4l* and *etv2* (*etv2* is a direct target of *npas4l*) expression – upstream regulators of endothelial identity. *npas4l* expression is reported to peak at tailbud stages and remain high until 15 s, whereas *etv2* initiates weakly at tailbud and is highly expressed by 15 s (Reischauer et al., 2016). The expression of these two transcription factors that are required for endocardial development is consistent with the onset of endocardial identity from 8 s.

The 8 s stage represents an intriguing time point for endothelial fate decisions. In *scl* morphants, the mesodermal markers *hhex* and *draculin* are substantially reduced from 7 s, despite initiating expression normally at earlier stages (Patterson et al., 2005). These results suggest that this stage marks a crucial time point in development at which endothelial progenitors undergo significant changes, perhaps committing to specialised lineages, such as the endocardium. Adding to this intrigue, both *snai1b* and *myod1* expression in the forming somites undergo unique changes at 7 s (Hammerschmidt and Nusslein-Volhard, 1993; Weinberg et al., 1996), suggesting that such fate decisions may occur more broadly across the mesoderm around this stage.

Surprisingly, we found that *scl* morphants had only minor defects in early endocardial development despite its important role in blood development, a role in endocardial morphogenesis (Bussmann et al., 2007; Schumacher et al., 2013) and a later maintenance role in endocardial identity (Schumacher et al., 2013; Van Handel et al., 2012). We therefore propose that, although *scl* is an important transcription factor in endocardial development, it is in fact dispensable for the early differentiation of the endocardial lineage. Unlike *scl*, we found that *etv2* is required for endocardial differentiation. Similar observations have been made in mouse, with *Etv2* knockout resulting in an absence of endocardium (Ferdous et al., 2009). This suggests a conserved role for *Etv2* in endocardial development.

In addition to our analysis of transcription factors, we also report the requirement for Bmp signalling in endocardial differentiation. Bmp signalling has previously been implicated in endocardial development, particularly in the formation of the cardiac valves (Dietrich et al., 2014; Misfeldt et al., 2009; Saxon et al., 2017; Snider et al., 2014; Wang et al., 2005) and in paracrine signalling between the endocardium and myocardium (Palencia-Desai et al., 2015; Saint-Jean et al., 2019). More broadly in cardiac development, it has also been shown to regulate cardiomyocyte differentiation in the cardiac disc (de Pater et al., 2012) and to instruct cardiac progenitor cell migration during linear heart tube formation (Smith et al., 2008). The successive and yet diverse roles for the Bmp pathway in cardiac development make it challenging to investigate. For example, somewhat counterintuitive in this study, we observe enriched pSmad in the endocardium after it has differentiated (Fig. 5B), consistent with previous studies indicating an ongoing requirement for Bmp signalling after differentiation has occurred (Palencia-Desai et al., 2015; Snider et al., 2014). It is feasible and perhaps likely that Bmp signalling plays additional roles in endocardial development, and possibly also endothelial development, that have yet to be described. Whether this is the case or not, we provide strong evidence here, through expression studies and epistasis experimentation, that *npas4l* and *etv2* function downstream of Bmp signalling in endocardial differentiation. Consistent with this, *Etv2* has been reported to function downstream of Bmp signalling in the generation of *kdrl*^+^ mesoderm *in vitro* (Lee et al., 2008) and in the posterior lateral plate mesoderm in the zebrafish (Row et al., 2018). Furthermore, characterisation of the murine *Etv2* promoter has identified multiple SMAD binding sites (Shi et al., 2015) suggesting direct regulation of *Etv2* by Bmp may occur. Intriguingly, *npas4l* was recently shown to bind to the *etv2* promoter and regulate its expression (Marass et al., 2019) and we find here that *npas4l* overexpression is capable of inducing endocardial differentiation despite Bmp inhibition. This suggests that SMAD cooperativity is not required for *npas4l* activity in endocardial development. Together, these findings suggest that Bmp signalling, upstream of *npas4l* and *etv2*, plays a crucial role in regulating endocardial development.

Finally, further characterisation of the endocardium by RNA-sequencing demonstrates a unique molecular signature distinguishing the endocardium from vascular endothelium. These results are in agreement with an increasing number of single cell RNA-sequencing studies from human, mouse, chick and zebrafish, showing the separation of endocardial cells from other endothelial populations. Importantly, many of these studies include genes such as *nfatc1*, *cbfat2t3* and *itga9* (and others identified and confirmed via ISH; Fig. S4) as expressed in the endocardial cell population, supporting the notion of a conserved regulatory programme for endocardial development (Chestnut et al., 2020; Hu et al., 2018; Ma et al., 2021; Mantri et al., 2021; Spanjaard et al., 2018; Tucker et al., 2020). This suggests that further analysis of the endocardial transcriptome in model organisms from equivalent stages may identify novel endocardial regulators. Given that the genetic aetiology of many congenital heart disease patients remains unclear (Morton et al., 2022), functional analysis of such regulators is required to improve clinical outcomes. Further, a number of studies have reported the differentiation of endocardial-like cells (Hofbauer et al., 2021; Mikryukov et al., 2021; Neri et al., 2019; Palpant et al., 2015), yet how closely these mimic *in vivo*-derived endocardium remains unclear, in part because of a lack of molecular markers for such a comparison. We believe that the identification of a core subset of conserved endocardial regulators will further aid attempts to generate endocardial tissue and model cardiac development *in vitro*.

## MATERIALS AND METHODS

### Zebrafish lines

All zebrafish strains were maintained and animal work performed in accordance with the guidelines of the animal ethics committee at The University of Queensland and The University of Melbourne, Australia. The previously published transgenic lines used in this study are *Gt(SAGFF27C); Tg(4xuas:gfp)*, referred to as *Gt(endocard:egfp)* in this text (Bussmann et al., 2010), *Tg(kdrl:Hsa.HRAS-mCherry)^s916^* (Hogan et al., 2009), *Tg(fli1a:egfp)^y1^* (Lawson and Weinstein, 2002), *Tg(hsp70l:nog3)^fr14^* and *Tg(hsp70l:Bmp2b)^fr13^* (Chocron et al., 2007), *Tg(kdrl:egfp)^s843^* (Jin et al., 2005). The construct for the previously published *Tg(myl7:mCherry-CaaX)^bns7^* line (Uribe et al., 2018) was injected to establish the *uqks35* allele (Koopman et al., 2021).

### Antibody staining

Phospho-protein staining was performed as previously described (De Angelis et al., 2017; Okuda et al., 2018) using the following antibodies: GFP (Abcam, ab13970, 1:500), pErk1/2 (Cell Signaling Technology, 4370, 1:250), pSmad1/5/8 (Cell Signaling Technology, 13820, 1:250), DsRed (Living Colors DsRed Polyclonal Antibody, Takara, 623496, 1:500) as previously described (Grassini et al., 2019). Two rounds of independent staining were performed for each pErk1/2 and pSmad1/5/8 stain and *n* is depicted in the images and accompanying dot-plots.

### Fluorescent ISH

Fluorescent ISH was performed as previously described (Baek et al., 2019; Brend and Holley, 2009; Clay and Ramakrishnan, 2005) with minor alterations. In brief, embryos were dechorionated and fixed at the desired stage. RNA probes were synthesised with DIG or FLU RNA labelling mix (Roche). Fixed embryos were permeabilised with proteinase K (Invitrogen) and hybridised with 1 ng/μl RNA probe in hybridisation buffer overnight at 70°C. After hybridisation, embryos were washed, blocked with western blocking reagent (Roche) and incubated with anti-dig or anti-flu, POD antibodies (Roche) in western blocking reagent overnight at 4°C. After further washes, staining was performed using the tyramide signalling amplification kit (Perkin Elmer) for 2 h at 37°C. Following staining, embryos were fixed at 4°C overnight and mounted for imaging.

### FACS and RNA-sequencing

To prepare for FACS, an outcross of either homozygous *Gt(endocard:egfp)* or heterozygous *Tg(fli1a:egfp)* fish to wild-type fish was set up and embryos collected 30 min after dividers were removed. Fertilised embryos were kept at 28.5°C until they reached gastrulation stages, at which point they were placed at 23°C to slow down development. The following morning, embryos were examined to determine their developmental stage according to the number of somites present before being returned to 28.5°C. Immediately before the 15 s stage, embryos were dechorionated by adding pronase. At the 15 s stage, embryos were collected and dissociated for FACS. Briefly, embryos were de-yolked by pipetting embryos in calcium-free Ringer's solution. Embryos were then centrifuged at 2000 rpm (∼400 ***g***) for 5 min at 4°C, the supernatant removed and replaced with protease solution [a 1:35 dilution of 2.5 mg/ml Liberase TM (Roche) in PBS]. Embryos were then dissociated by incubating at 28.5°C for 10 min with intermittent homogenisation by pipette. Dissociation was stopped by placing samples on ice and adding CaCl_2_ and foetal calf serum to final concentrations of 2 mM and 10%, respectively. Samples were then centrifuged at 2000 rpm for 5 min at 4°C, the supernatant removed and the resulting cell pellet resuspended in PBS with 2 mM EDTA and sorted at Queensland Brain Institute's flow cytometry facility. Only high-expressing cells were collected and used for further analysis, to limit the contribution of cardiomyocytes that express eGFP weakly. GFP+ cells were collected in TRIzol LS reagent (Thermo Fisher Scientific) and RNA extracted using Direct-zol RNA MiniPrep columns (Zymo Research). As the total amount of RNA recovered from these samples was low, RNA was amplified using the Smart-seq2 protocol (Picelli et al., 2014). Briefly, 2 ng of RNA was reverse transcribed using SuperScript II reverse transcriptase (Thermo Fisher Scientific) with oligo-dT and template switching oligo primers. The resulting cDNA was then amplified using KAPA HiFi HotStart ReadyMix (Roche) and the ISPCR primer. The resulting amplified cDNA was then purified using the Axygen AxyPrep Mag Fragment Select Kit (Thermo Fisher Scientific). Illumina library preparation, sequencing and analysis was performed by the University of Queensland Institute for Molecular Bioscience (IMB) Sequencing Facility.

### Read mapping, counting and differential expression analysis

All analysis was performed using RStudio (http://www.rstudio.com/). Reads were mapped to the GRCz11 version of the zebrafish genome downloaded from Ensembl using the Rsubread package (Liao et al., 2019). Counting of reads was also performed using Rsubread. Differential expression analysis was performed using the limma package (Law et al., 2014; Ritchie et al., 2015). Figures were produced with the ggplot2 package (Wickham, 2009).

### qPCR

qPCR was performed on amplified RNA samples prepared as described above using the Smart-seq2 protocol (Picelli et al., 2014). Amplified cDNA was diluted 1:80 and used in a reaction with SYBR Green (Thermo Fisher Scientific) and primers specific to the gene of interest. Each gene was analysed in triplicate for each sample. Amplification efficiencies for each primer pair were calculated using LineRegPCR (Ramakers et al., 2003). Four housekeeping genes were examined to identify the most stable gene using RefFinder (Xie et al., 2012) and the most stable gene used to normalise samples with Q-Gene (Muller et al., 2002; Simon, 2003).

### GO term analysis

To examine GO terms exclusively associated with the endocardium and vascular endothelium, an overrepresentation test was performed using the PANTHER database available at http://pantherdb.org/ (Mi et al., 2019). 

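TREAT tests whether a log2 fold change lies beyond a threshold by more than its error, so it calls fewer genes than a test against 0 followed by a filter on the size of the change. Rebuilt from the deposited comparison at a threshold of 0.5 and with Benjamini-Hochberg adjustment, it called 544 genes higher in Gt(endocard:egfp) and 598 lower. At a threshold of 1.5 it called 20 higher and 67 lower. With a normal distribution in place of the t distribution, the threshold of 1 gave 423 higher and 381 lower, since its p-values are smaller.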

Upregulated and downregulated gene lists were filtered from differentially expressed genes with a log_2_ fold change cut-off of ≥1 and ≤−1 and an adjusted *P*-value of ≤0.05, applied using TREAT (McCarthy and Smyth, 2009) in RStudio (http://www.rstudio.com/).

### ISH

ISH was performed as previously described (Grassini et al., 2018). All RNA probes but one were transcribed from plasmids. Plasmids containing the *spi1b* and *gfp* coding sequences were a kind gift from the laboratory of Ben Hogan (Peter MacCallum Cancer Research Institute, Melbourne, Australia). To generate the *etv2* plasmid used in this study, pCS2+ vector was prepared by digesting empty vector with BamHI and XbaI. The *etv2* cDNA sequence was amplified by PCR using the primer sequences: *etv2*_cDNA_F, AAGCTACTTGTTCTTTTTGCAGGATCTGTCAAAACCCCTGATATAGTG; *etv2*_cDNA_R, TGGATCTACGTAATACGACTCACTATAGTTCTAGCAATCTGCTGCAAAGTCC. The PCR product was purified and inserted into the digested pCS2+ vector using circular polymerase extension cloning (Quan and Tian, 2011). For the *npas4l* probe, primers from Reischauer et al., 2016 were used, with the *Sp6* promoter on the R primer to amplify the template from cDNA.

For all *in situ* data, at least two experimental replicates were performed. Biological replicates are indicated in images, depicting the *n* for each condition.

### CRISPR/Cas9 mutagenesis

To generate the mutant lines used in this study CRISPR/Cas9 mutagenesis was performed as previously described (Capon et al., 2017; Gagnon et al., 2014). Embryos and fish were screened for indels by HRMA (Dahlem et al., 2012) and carriers sequenced to identify frame-shift mutations that truncate the protein (Fig. S7). Specific details of each of the mutants generated for this study are below.

The *npas4l* mutant allele carries a 7 bp deletion in the second exon of the *npas4l* gene and is referred to as the *npas4l^uq14ks^* allele. This deletion creates a frame-shift at amino acid 47 (E47D) followed by seven missense amino acids before a premature stop codon. The predicted protein product of this truncated allele partially retains the DNA-binding basic helix-loop-helix domain but lacks the two PAS domains as well as the three transcriptional activation domains (Fig. S7). An incross of fish carrying the *npas4l^uq14ks^* allele produces a mutant phenotype in 25% of the progeny, consisting of a bell-shaped heart and lacking the endocardial layer at 48 hpf, as previously described for the *npas4l* mutant (Stainier et al., 1995).

The *etv2* mutant allele has a 23 bp deletion in exon five of the *etv2* gene and is referred to as the *etv2^uq13ks^* allele. This deletion creates a frame-shift at amino acid 137 (P137R) resulting in the incorporation of 10 missense amino acids before a stop codon. This truncated allele completely lacks the DNA-binding ETS domain (Fig. S7). An incross of fish heterozygous for the *etv2^uq13ks^* allele produces a mutant phenotype in 25% of progeny. This phenotype is characterised by a lack of blood circulation, as previously reported (Pham et al., 2007), collapsed heart at 48 hpf, impaired intersegmental vessel sprouting and extopic expression of vascular markers in skeletal muscle, as previously reported (Chestnut et al., 2020).

### Morpholino oligonucleotide reagents

All morpholino oligonucleotides (MO) were ordered from Genetools. The MO sequences and concentrations used were as follows: 0.8 pmol *scl* – AATGCTCTTACCATCGTTGATTTCA (Dooley et al., 2005); 1 pmol *gata1a* – CTGCAAGTGTAGTATTGAAGATGTC (Galloway et al., 2005); 1.77 pmol *spi1b* – GATATACTGATACTCCATTGGTGGT (Rhodes et al., 2005).

### Heat-shock treatment

All heat-shock experiments were performed by outcrossing heterozygous carriers of either *Tg(hsp70l:nog3)* or *Tg(hsp70l:bmp2b)* to non-heat-shock transgenic lines, generating clutches of embryos with an expected Mendelian ration of 50% transgenic to 50% wild type. Heat-shock was performed at 39°C for 30 min in pre-warmed medium on mixed-genotype clutches of embryos. Following heat-shock, embryos were returned to a 28.5°C incubator until fixation.

### *In vitro* transcription

To produce the *etv2* and *npas4l* RNA for overexpression experiments, plasmids containing the *etv2* or *npas4l* coding sequences were linearised by restriction enzyme digest. Purified linearised plasmid was transcribed with the mMessage mMachine SP6 kit (Thermo Fisher Scientific). RNA was purified with the RNA clean and concentrator kit (Zymo Research). The *npas4l* plasmid was a kind gift from the laboratory of Didier Stainier (Max Planck Institute, Germany).

### Imaging

Embryos from ISH were dehydrated, cleared in Murray's solution (a 2:1 ratio of benzyl benzoate:benzyl alcohol) and imaged using an Olympus BX51 Microscope with Olympus DP70 CCD camera on glass slides with bridged coverslips. For wide-field, bright-field and fluorescence imaging, embryos were mounted in 3% methyl cellulose (Sigma-Aldrich, M0387) and imaged using a Leica M165 FC stereo microscope with a DFC425 C camera.

Confocal imaging was performed on a Zeiss LSM710 FCS, LSM880 with 40× immersive objective with Airyscan detector and Zeiss LSM900 confocal microscope. Live embryos were mounted for confocal imaging using 0.5-1% low-melting agarose (Sigma-Aldrich, A9414) in glass-bottom Petri dishes. Fixed embryos for confocal imaging were de-yolked using lash tools and mounted in vectashield with DAPI (Vector Laboratories, H-1200) on glass-slides with coverslips. Alternatively, the fixed embryos were mounted in 1% agarose and imaged with an immersive 40× objective.

All images were processed using FIJI (Schindelin et al., 2012) and/or Imaris software. For all imaging of embryos involving crosses of *etv2* or *npas4l* mutants, or *Tg(hsp70l:nog3)* or *Tg(hsp70l:bmp2b)* lines, imaging was performed blind and samples genotyped post-imaging to assign genotypes.

Quantification of pErk and pSmad staining (Fig. 5) was generated using a mask in Imaris software. pErk and pSmad signal was quantified within the mask regions. Example masks are represented in Fig. S8.

### Statistical testing

An unpaired two-tailed Student's *t*-test with Welch's correction was performed using Prism software. For datasets containing three or more conditions, one-way ANOVA testing with Tukey's post hoc test for multiple comparisons was performed using Prism software.

## Supplementary Material

Supplementary information

Reviewer comments

# Supplementary material for: Endocardial identity is established during early somitogenesis by Bmp signalling acting upstream of npas4l and etv2
**Source:** Development. 2022 May 9;149(9):dev190421. doi: 10.1242/dev.190421
**Supplement:** Supplementary information

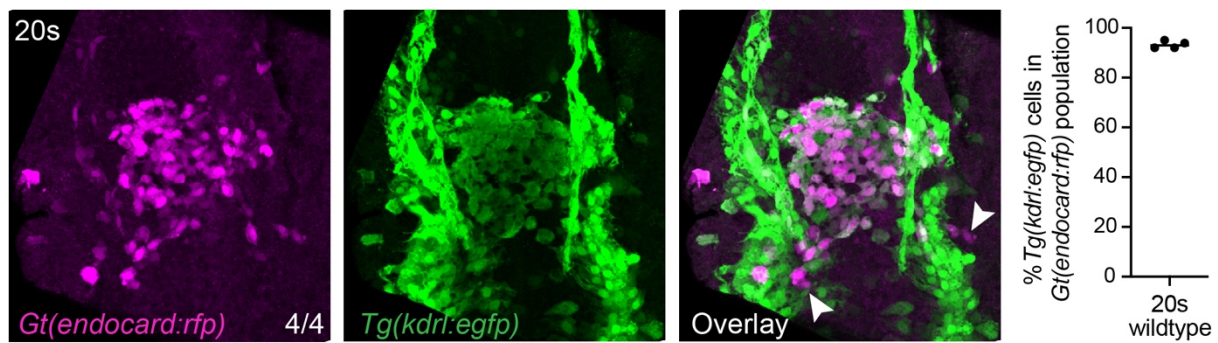

Figure S1

**Fig. S1.** Quantification of *Tg(kdrl:egfp)* positive cells in the *Gt(endocard:egfp)* population, expressed as a percentage, in 20s stage embryos.

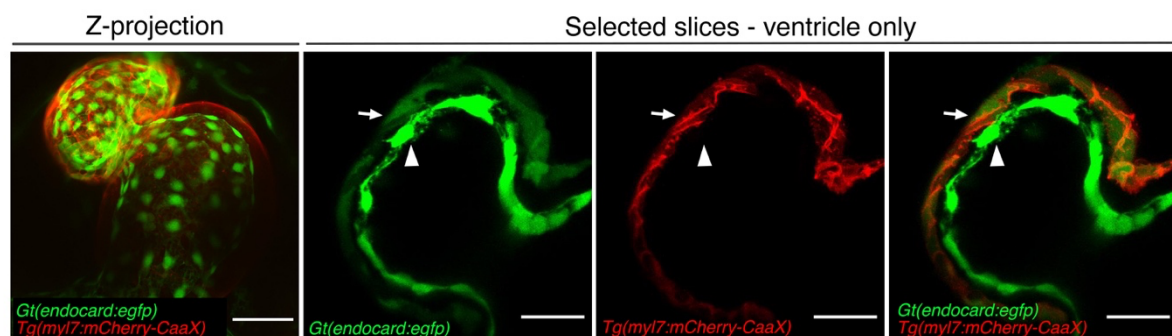

Figure S2

**Fig. S2.** Live imaging of *Gt(endocard:egfp); Tg(myl7:mCherry-CaaX)* embryos at 48 hpf. A Z-projection of the full heart is shown. Selected slices of the ventricle are also shown demonstrating weak myocardial expression in the *Gt(endocard:egfp)* line. All images are ventral views with anterior to the top. Scale bars represent 50  $\mu\text{m}$  (in Z-projection) and 25  $\mu\text{m}$  (in slices). White arrowheads label endocardium, white arrows label myocardium.

**Fig. S3. A.** A PCA plot showing the relationship of samples according to dimensions 1 and 2 shows *Gt(endocard:egfp)* and *Tg(fli1a:egfp)* samples form distinct clusters according to both dimensions. **B.** Sequencing reads were mapped to the gene-trap cassette to validate the reported insertion site of the *Gt(endocard:egfp)* line. Soft-clipped reads from *Gt(endocard:egfp)* samples were aligned and the sequence 5' of the gene-trap cassette blasted against the zebrafish genome. This sequence was found to align perfectly with the 3' end of the first exon of the *map3k22* gene confirming the insertion of the cassette in the first intron of this gene. The start codon of the GAL4FF coding sequence in the gene-trap cassette is underlined in blue for reference.

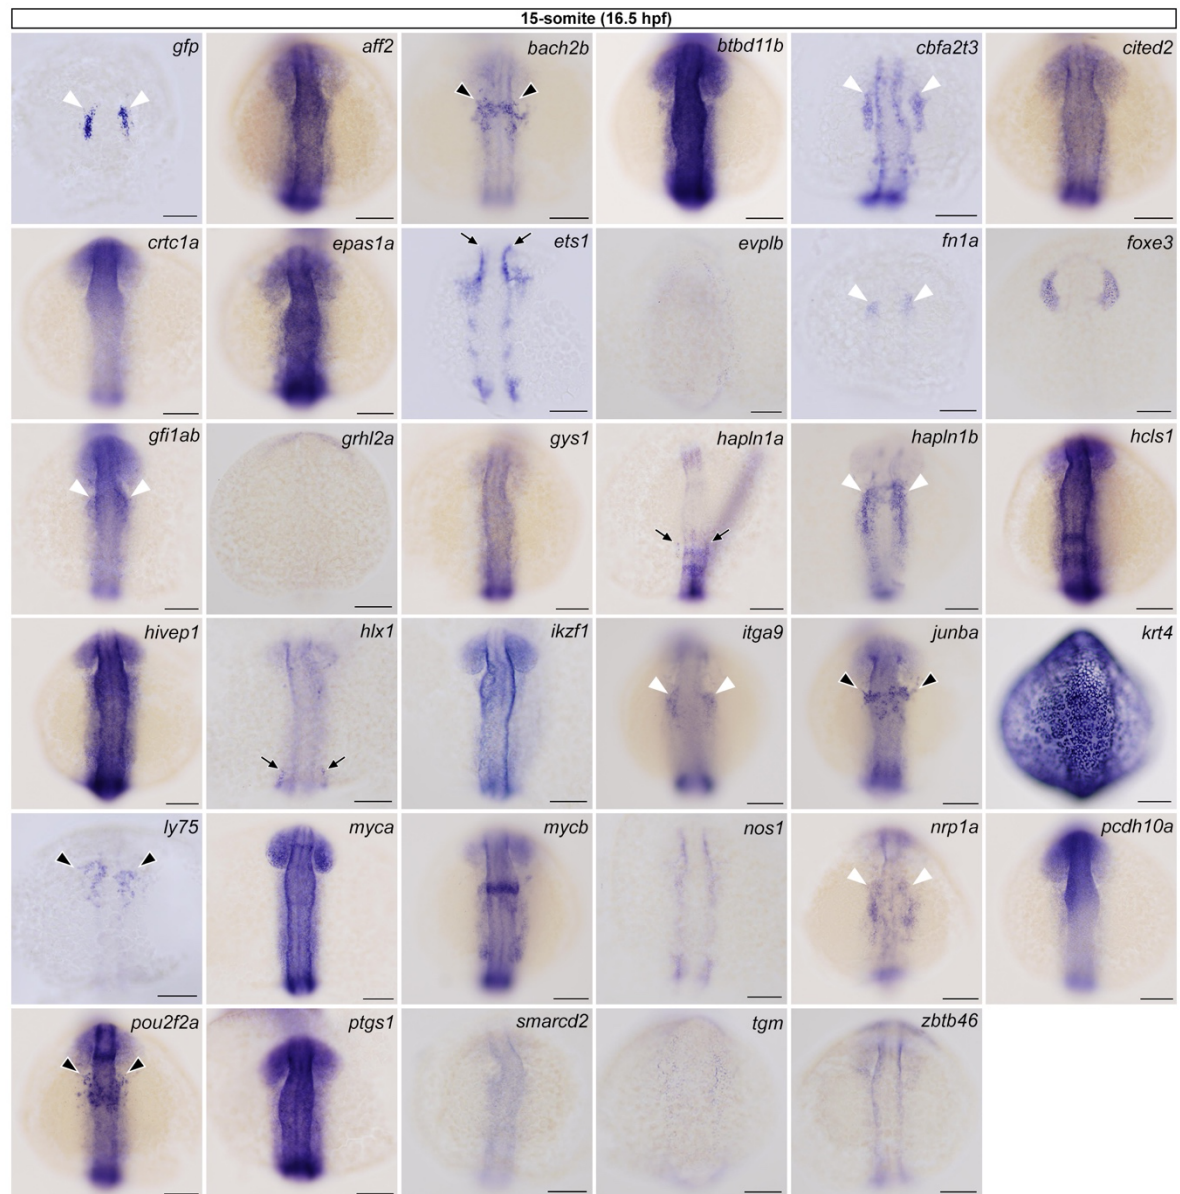

Figure S4

**Fig. S4.** *In situ* hybridisation for 34 candidate genes showing enrichment in the endocardium in some. All expression patterns were examined at the 15-somite stage (16.5 hpf). As a positive control, a *gfp* probe was examined in *Gt(endocard:egfp)* embryos to label the endocardium. White arrowheads label endocardial domains, black arrowheads label myeloid domains, black arrows label vascular endothelial expression. Ventral views are shown with anterior to the top in all images. Scale bars represent 50µm.

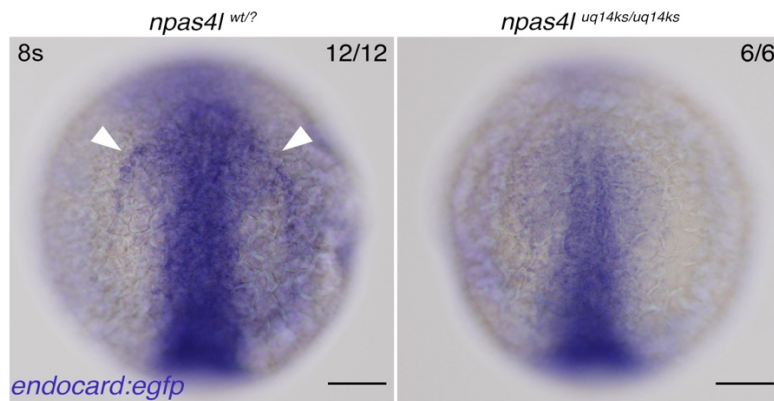

Figure S5

**Fig. S5.** *In situ* hybridisation for endocardial *gfp* expression in *Gt(endocard:egfp)*; *npas4l* wildtype sibling and homozygous mutant embryos at 8s (13 hpf). Dorsal views with anterior to the top in all images. Scale bars represent 100 µm. The number of embryos matching the image is indicated in the top right of each image.

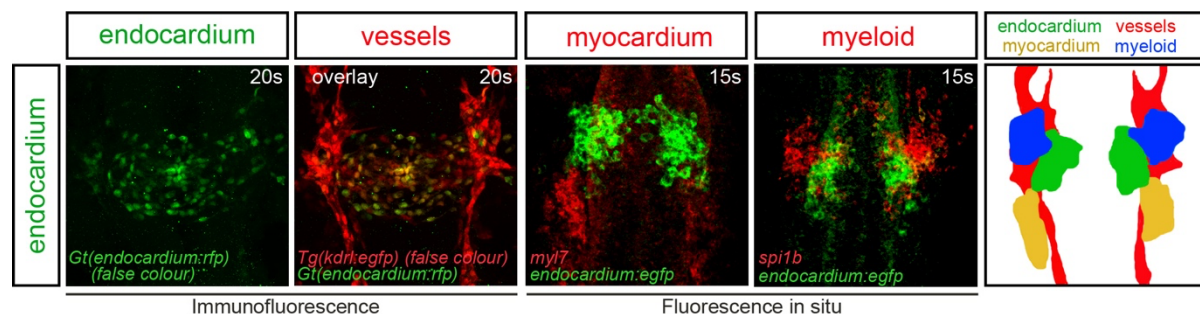

Figure S6

**Fig. S6.** Expression domains of mesodermal lineages in the mid-somitogenesis stage embryo. Live imaging of *Gt(endocard:rfp)*; *Tg(kdrl:egfp)* embryos at 20s (false coloured). Fluorescent double *in situ* hybridisation *myl7* (red; myocardium) overlaid with *endocardium:egfp* (green; endocardium) and *spi1b* (red; myeloid) overlaid with *endocardium:egfp* (green; endocardium) at 15s. Schematic representation of spatial arrangement of endocardium, vessels, myocardium and myeloid expression domains in 15-20s.

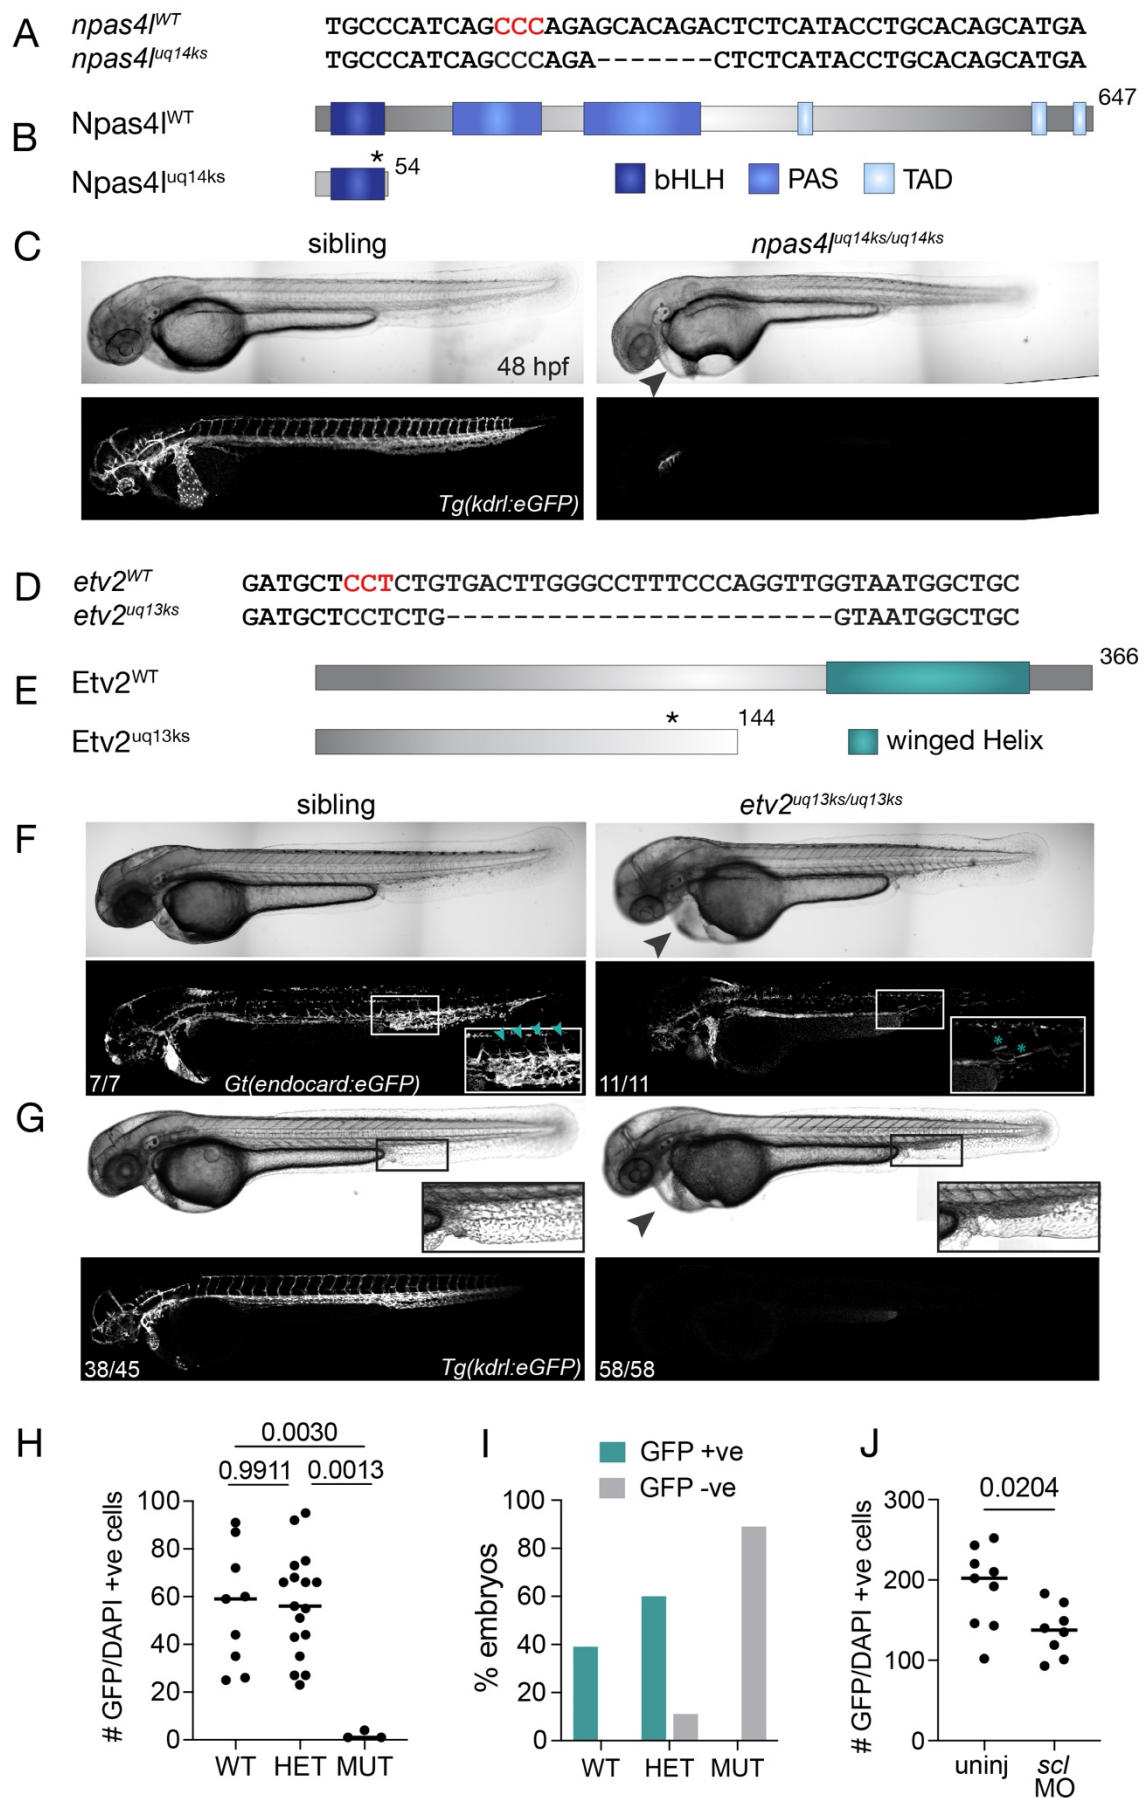

Figure S7

**Fig. S7. A.** Sequence of CRISPR-Cas9-induced lesion in *npas4l<sup>uq14ks</sup>* allele. **B.** Schematic representing the predicted protein resulting from the *npas4l<sup>uq14ks</sup>* mutation. **C.** Bright field (above) and confocal image of *Tg(kdrl:egfp)* expression (below) in wildtype sibling versus *npas4l<sup>uq14ks</sup>* mutant. Almost all eGFP expression is absent in homozygous mutants, consistent with previously published alleles. Pronounced pericardial oedema is present in mutant embryos (arrowhead). **D.** Sequence of CRISPR-Cas9-induced lesion in *etv2<sup>uq13ks</sup>* allele. **E.** Schematic representing the predicted protein resulting from the *etv2<sup>uq13ks</sup>* mutation. **F.** Bright field (above) and confocal image of *Gt(endocard:egfp)* expression (below) in wildtype sibling versus *etv2<sup>uq13ks</sup>* mutant. Pronounced pericardial oedema is present in mutant embryos (black arrowhead). The *Gt(endocard:egfp)* reporter shows intersegmental venous sprouts (teal arrowheads) present in siblings that are absent from *etv2<sup>uq13ks</sup>* mutants (inset), accompanied by reduced endothelial expression and ectopic expression in skeletal muscle fibres, as previously reported (inset; teal asterisks) (Chestnut et al., 2020). **G.** Bright field (above) and confocal image of *Tg(kdrl:egfp)* expression (below) in wildtype sibling versus *etv2<sup>uq13ks</sup>* mutant. As above, pericardial oedema is present in mutant embryos (arrowhead) and the caudal vein plexus is absent. Inset: caudal vein plexus is observable by bright field contrast imaging, whereas accumulated blood is observed in mutant embryos. The *kdrl:egfp* transgene was never observed in *etv2<sup>uq13ks/uq13ks</sup>* homozygous mutant embryos (n=58), whereas homozygous wildtype embryos were always observed to segregate with the *kdrl:egfp* transgene (n=15), suggesting *etv2* is genetically linked with the *Tg(kdrl:egfp)* locus. **H.** Quantification of *Gt(endocard:egfp)* positive cells (determined by DAPI counterstain) in *etv2<sup>+/+</sup>* (WT), *etv2<sup>+/uq13ks</sup>* (HET) and *etv2<sup>uq13ks/uq13ks</sup>* (MUT) at 14s. **I.** Genotyping of GFP-positive and GFP-negative embryos for the *etv2<sup>uq13ks</sup>* allele, confirms genetic linkage to the *Tg(kdrl:egfp)* locus ( $\chi^2$  test:  $p < 0.0001$ ). **J.** Quantification of *Gt(endocard:egfp)* positive cells (determined by DAPI counterstain) in uninjected control and *scl* morphant embryos at 14s.

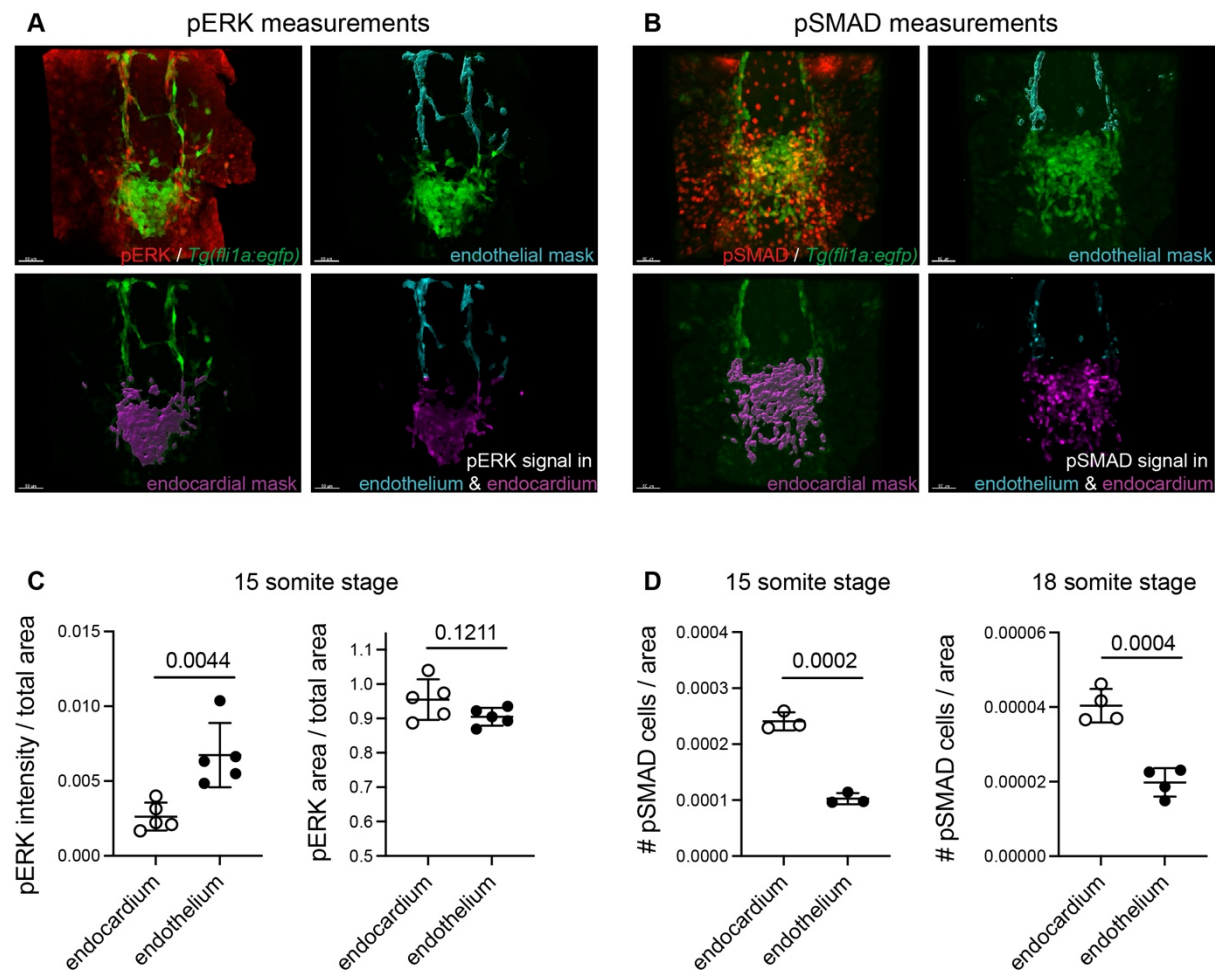

Figure S8

**Fig. S8.** Representative images of confocal scans for **A.** pERK or **B.** pSMAD and  $\alpha$ -GFP immunostaining on *Tg(fli1a:egfp)* background. Images show examples of endocardial or endothelial masks created in Imaris to quantify pERK or pSMAD staining in these two tissues. **C.** and **D.** Dot plots depicting quantification of pERK (**C**) or pSMAD (**D**) in endocardium versus endothelium.

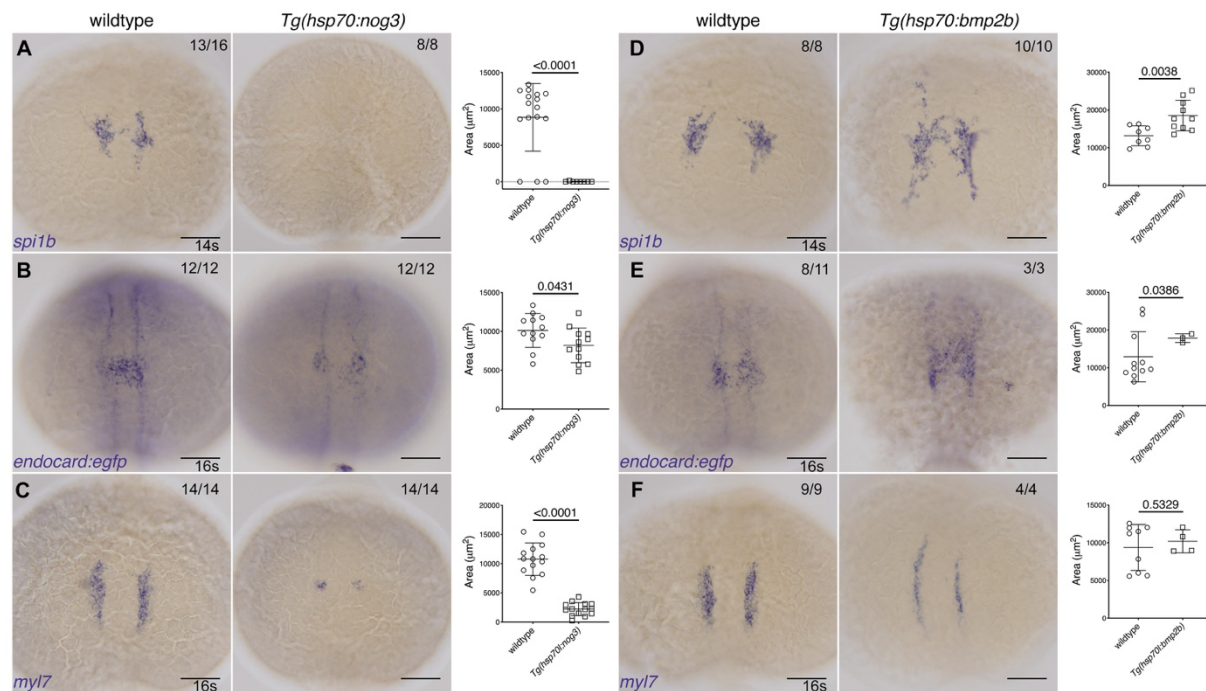

Figure S9

**Fig. S9.** *In situ* hybridisation for myeloid expression, *spi1b* (A and D), at the 14s as well as for endocardial, *endocard:egfp* (B and E), and myocardial, *myl7* (C and F), expression at the 16s in embryos from crosses of the *Gt(endocard:egfp)* line to either the *Tg(hsp70l:nog3)* or *Tg(hsp70l:bmp2b)* lines. Quantification of the expression is shown in adjacent graphs. Dorsal views are shown with anterior to the top in all images. Scale bars represent 100  $\mu\text{m}$ . P-values are indicated in graphs.

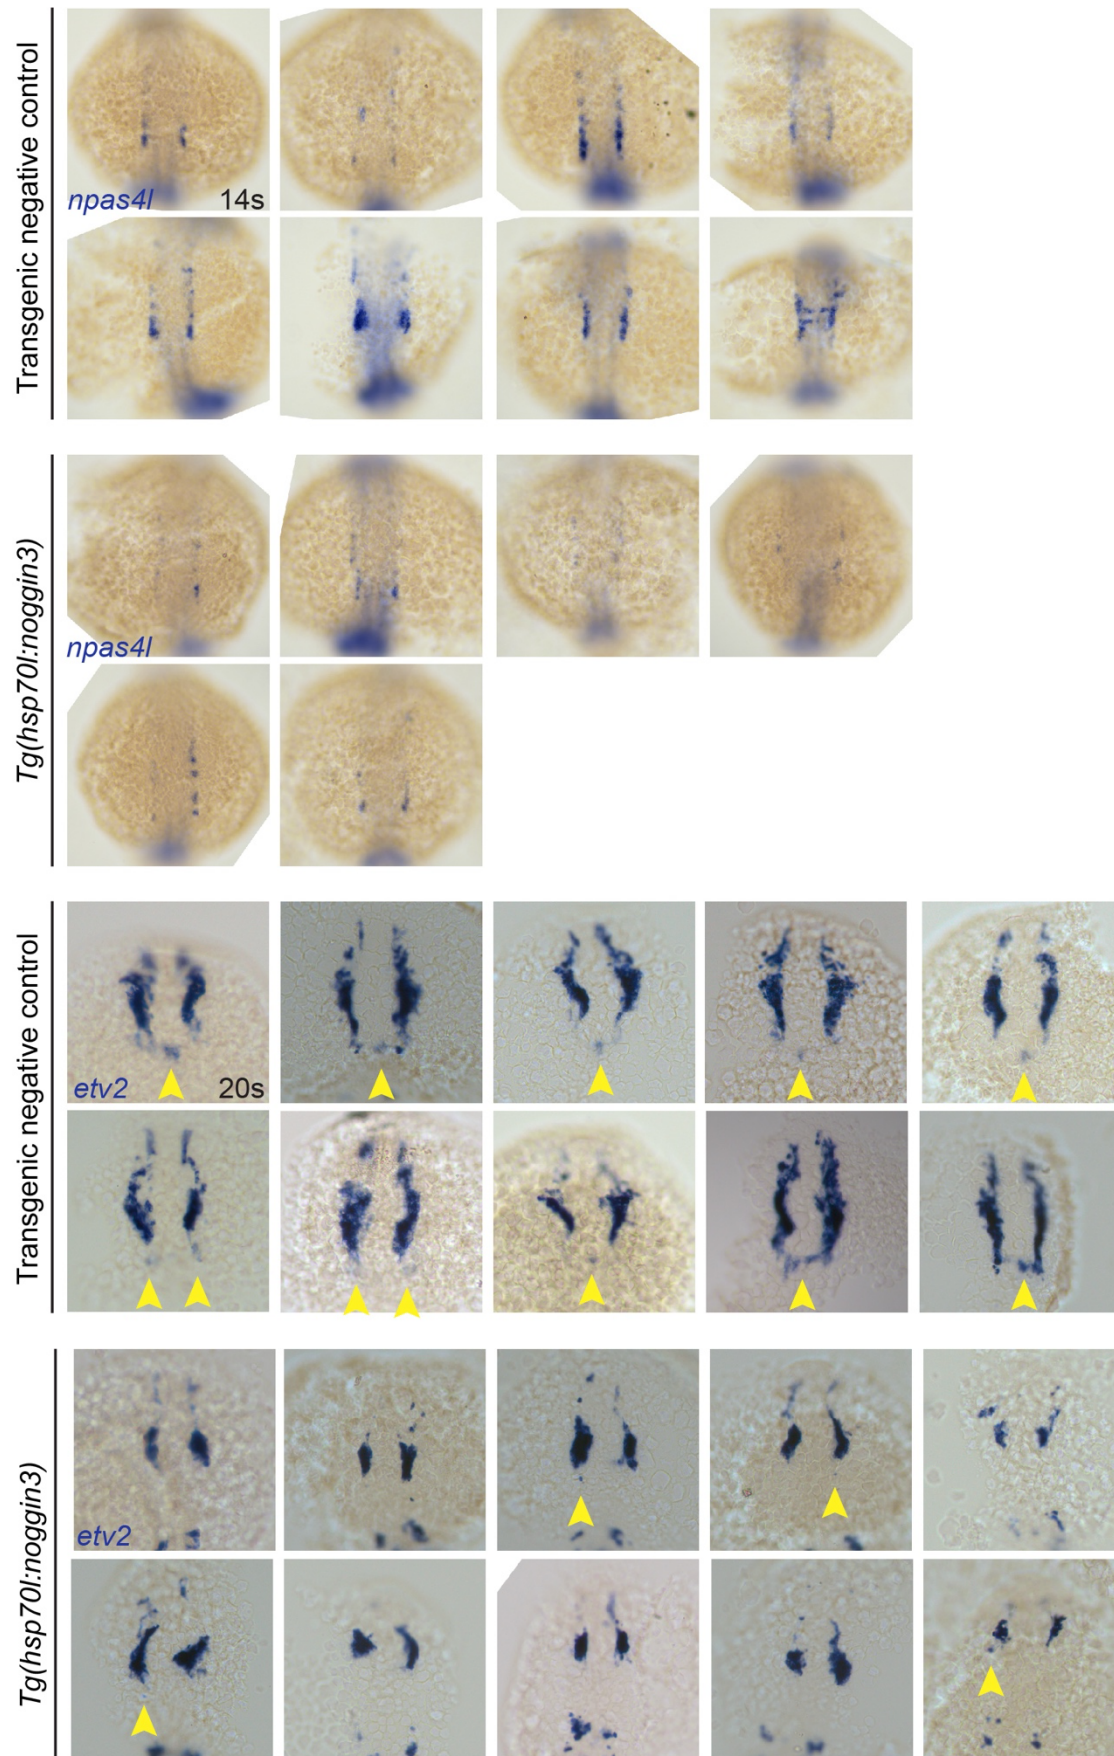

Figure S10

**Fig. S10.** *In situ* hybridisation for *npas4l* expression in wildtype sibling controls and *Tg(hsp70l:nog3)* embryos at 14s, showing reduced or absent expression of *npas4l* upon Bmp inhibition. Figure shows one of two experiments performed (total embryos analysed n = 10 for transgenic negative controls and n=8 for transgene positive). *In situ* hybridisation for *etv2* expression in wildtype sibling controls and *Tg(hsp70l:nog3)* embryos at 20s. At 20s, the majority of *etv2* expression is enriched in the presumptive vasculature. A small amount of *etv2* expression can be observed in the developing endocardium (yellow arrowheads). Upon Bmp inhibition, the expression domain is smaller and endocardial expression is greatly reduced (yellow arrowheads). Figure shows one of two experiments (total embryos analysed n = 25 for transgenic negative controls and n=11 for transgene positive)

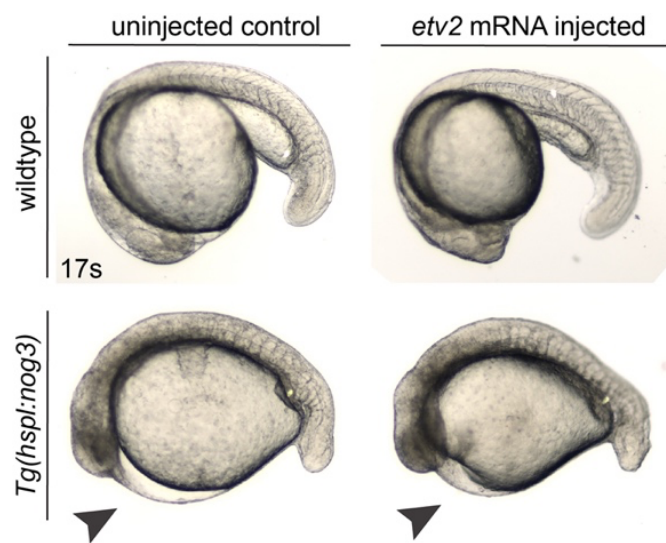

Figure S11

**Fig. S11.** Bright field lateral view images wildtype of *Tg(hsp70l:nog3)* embryos at 17s, either uninjected or injected with *etv2* mRNA. *Tg(hsp70l:nog3)* embryos heat-shocked at tailbud stage present with a characteristic dorsalisational phenotype. Whilst *etv2* overexpression may rescue the *endocard:egfp* expression in the ALPM, it does not rescue the overall patterning defects of the embryo, nor does it prevent pericardial oedema that forms in *Tg(hsp70l:nog3)* embryos (black arrowhead).

**Table S1.** Full list of RNAseq analysis and GO terms associated with the differentially expressed data. The lists correspond to the complete list of genes from the differential expression analysis (DE\_endocard-egfpVSfliegfp), as well as all significantly up (GO\_sig\_down\_up-list) or down (GO\_sig\_down\_ref-list) gene lists and significantly up or down gene lists with a log<sub>2</sub> Fold Change cut-off of  $\geq 1$  (GO\_TREAT\_up\_ref-list) and  $\leq -1$  (GO\_TREAT\_down\_ref-list) applied by TREAT.

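The lists of Table S1 come from the same limma comparison with different thresholds. The full list has a log2 fold change and an adjusted p-value for each gene that was tested. The significant lists keep the genes whose adjusted p-value against no change passes, and the TREAT lists keep those whose change lies beyond the stated threshold by more than its error. Table S1 itself was not used here. Counted from the p-values of the authors' deposited table, adjusted again here by Benjamini-Hochberg over all genes, 2184 genes were higher in Gt(endocard:egfp) and 2408 were lower at an adjusted p-value under 0.05, so 47.6% of these 4592 genes were higher. At an unadjusted p-value under 0.05 there were 3924 and 3557. Among the 287 genes past TREAT, 42.5% were higher.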

[Click here to download Table S1](#)

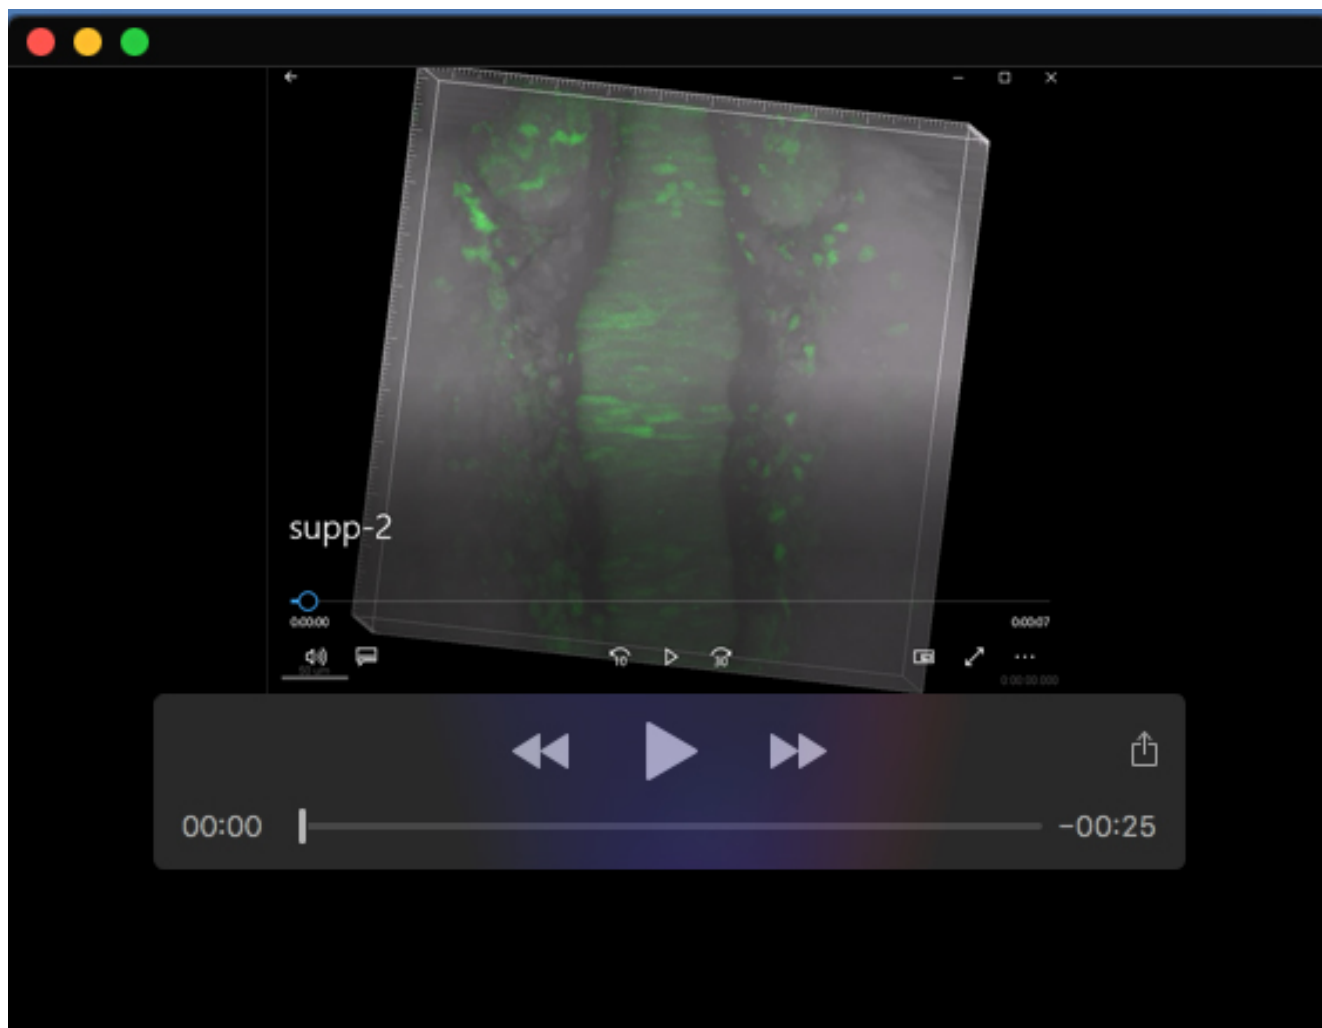

Movie 1.

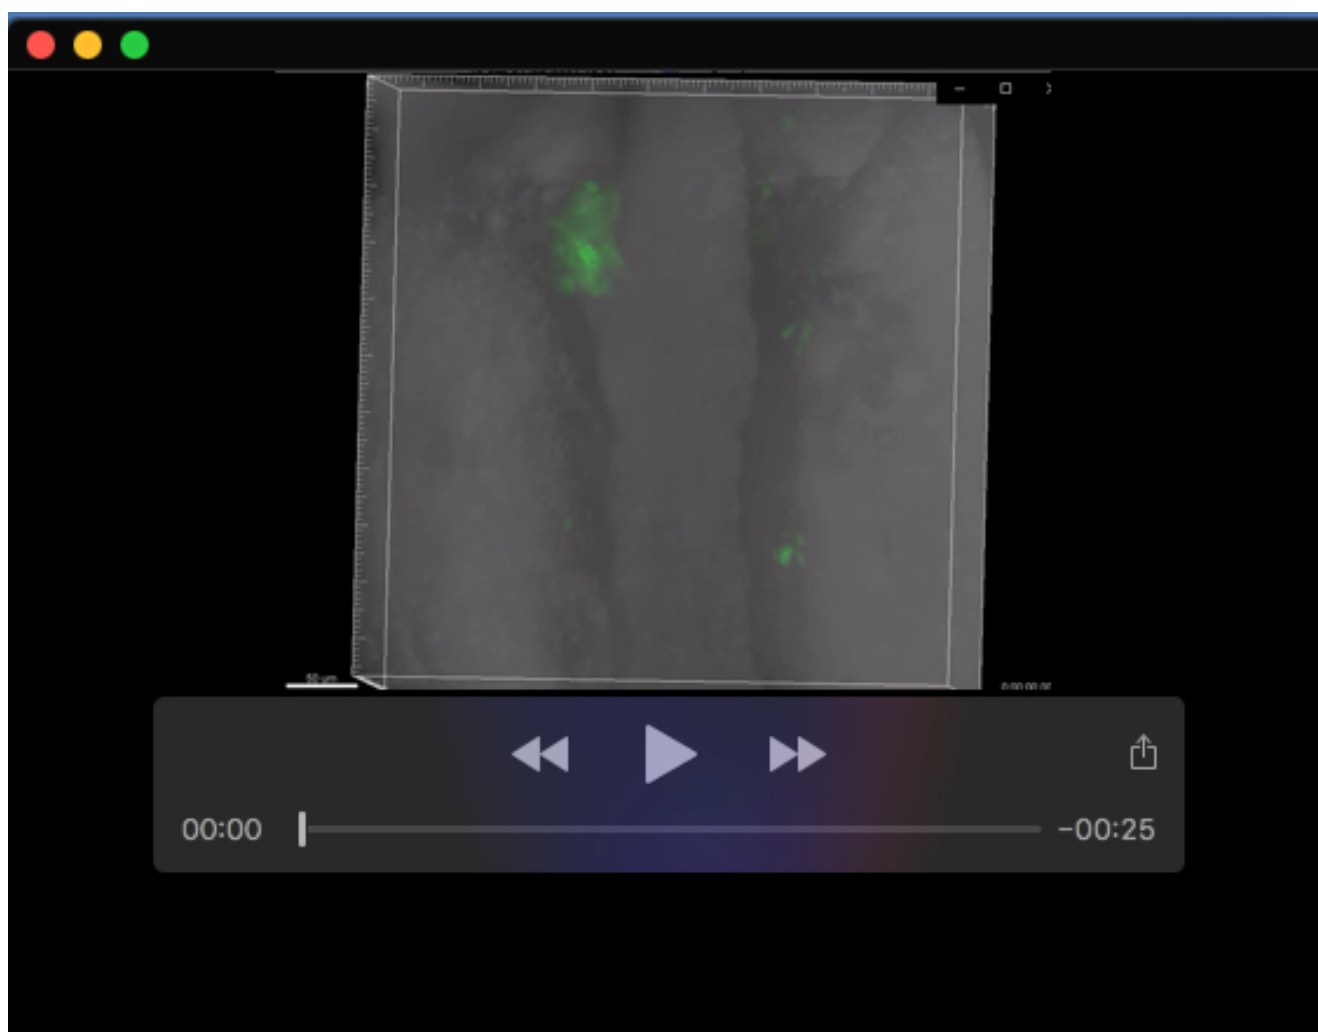

Movie 2.

How the deposited data were processed for this re-analysis (not part of the article)

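GFP-positive cells were sorted from Gt(endocard:egfp) and Tg(fli1a:egfp) embryos at the 15-somite stage (16.5 hpf), and 3 libraries of each line were sequenced. The authors amplified 2 ng of RNA per library with Smart-seq2, mapped the reads to GRCz11 and counted them per gene with Rsubread, and compared the lines with limma. The paper's text does not name the versions, the filter on low counts, the normalization or the design formula. The authors deposited log2 fold changes of Gt(endocard:egfp) over Tg(fli1a:egfp) with their 95% confidence limits, and the mean expression of each gene in log2 CPM, which sums to 956297 CPM when put back on the linear scale. The authors also deposited a score for each gene, the moderated t-statistic and the log-odds of limma; the log-odds were not used. The p-value that the authors deposited for each gene is that of the t-statistic, with its Benjamini-Hochberg adjustment. Values per library were not used here. For that reason no count model was fitted, no library was left out, the libraries were not clustered, and the number of other splits of the 6 samples that give as many genes was not obtained.

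The table holds 19722 genes by Ensembl identifier, 14092 of them with a symbol. The gene name list matched 18622 of the identifiers and named 4591 of the 5630 genes without a symbol. The gene list of the assembly GRCz12tu was used only for symbols, synonyms and the order of genes. Standard errors, degrees of freedom (8.83), TREAT p-values at a log2 fold change threshold of 1, and the mean of each line were calculated from the deposited values. The p-values recalculated from the t-statistics differed from the deposited ones by at most a relative 9.52e-13. Genes were counted at an adjusted p-value under 0.05 against 0 or of at most 0.05 for TREAT. Marker lists were compared with all other genes by cameraPR with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 13 lists. The median of each list was also ranked among 10000 random lists, with each gene replaced by 1 of the 200 genes nearest in mean expression. Neighbours of map3k22 were ranked among 10000 random windows. All random draws used the seed 1. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1 were used.

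The TREAT, cameraPR, matched-list and window steps, the permutation test between lists and Cochran's Q were tested on simulated data; the calculated means, the standard-error percentiles and the correlation over hox genes were not. Of 200 random lists of 20 genes, 2.5% had a cameraPR p-value under 0.05 and 6.5% lay outside the central 95% of matched lists. A list of 20 genes holding 12 changed genes had a cameraPR p-value of 1.75e-74. A window with planted changes lay at percentile 99.95 and an unchanged one at percentile 27.3. Of 200 pairs of random lists of unchanged genes, 3.0% had a permutation p-value under 0.05, and of 200 such lists 4.5% had a p-value of Cochran's Q under 0.05 when it was set against draws of t-distributed errors. That reference was chosen after the data were seen, because by a chi-square distribution 31.5% of these lists had a p-value under 0.05. Genes were simulated as independent of each other, so these rates do not cover lists of genes that rise and fall together.

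The genes named in the text are 51 genes that the paper labels in Fig. 2F,G or Fig. S4 or names in its text as markers or as the insertion site, of which 48 were listed, and the 10 genes with the largest log2 fold change in each direction among those past TREAT. This rule, the alternatives and 13 marker lists (red blood, pan-endothelial, endocardial genes of the paper, screened genes of Fig. S4, myocardial, skeletal muscle, myeloid, epidermal, neural, neural crest, Bmp response, Erk response, and heat and dissociation stress) were fixed before the data were examined. Marker genes of these lists and neighbours of map3k22 are named where a passage singles them out, and were chosen after their values were seen. hhex, draculin, snai1b and myod1, which the Discussion names from earlier studies, are not among the 51 genes. Lists of hatching gland genes, of hatching enzyme copies and of dividing-cell genes, the grouping by deciles of mean expression, the windows of 5 and 20 neighbours, the marker lists without the genes of the Discussion, and the ribosomal, mitochondrial and hox gene families were chosen after the data were seen. The planned windows around map3k22 by distance were replaced by windows by gene order, because the coordinates given were of another assembly than the counts.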

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

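The tests in this part were chosen after the result was seen.

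Genes of hatching enzymes, which the paper does not discuss, were among the strongest differences in favour of Gt(endocard:egfp). The genes he1.1, he1.2, ctslb and 6 related genes, most of which the gene list of GRCz12tu also gives the synonym ctsl (ENSDARG00000079376, ENSDARG00000094559, si:dkey-239j18.2, si:dkey-239j18.3, si:dkey-26g8.5 and si:dkey-269i1.4) had a median log2 fold change of 4.42, from 4.20 to 4.60. All 9 had an adjusted p-value under 0.05 against 0 (limma with Benjamini-Hochberg adjustment), and 3 passed TREAT. The 6 copies differed from all other genes with an adjusted p-value of 1.59e-05 (cameraPR, Benjamini-Hochberg over the 3 lists written after the data were seen), but they were picked for their change. They were not rare: the calculated mean of ENSDARG00000079376 was 3686 CPM in Gt(endocard:egfp) and 186 in Tg(fli1a:egfp), and that of he1.1 was 569 and 29.4. Sharing of reads between similar copies moves reads from 1 copy to another and leaves their sum as it is. Over all 18 genes that carry a name of these families (beginning with ctsl, he1 or hce, or that of the clones of the 6 copies), whatever their change, the summed calculated mean was 13617 CPM in Gt(endocard:egfp) and 925 in Tg(fli1a:egfp), a log2 ratio of 3.88, or 2.24 with each gene at its lower 95% confidence limit. The members that fell lost 47.0 CPM in all, against a gain of 9812 CPM in the 9 genes, which argues against sharing among the named genes as the whole cause. Copies without such a name were not examined. How the rise divides between copies remains uncertain. Their median standard error of 0.78 lay at percentile 81.0 of the 100 genes nearest in mean expression among the 1683 genes with a log2 fold change of at least 2. Which libraries differed was not analysed here. RNA from hatching gland cells is a candidate source. The 5 other genes of the hatching gland list (agr2, cd63, xbp1, klf17 and npsn) had a median log2 fold change of 0.81, with agr2 higher (2.48 in the authors' deposited table) and klf17 and npsn lower (-4.36 and -2.08 in the authors' deposited table). The whole list of 8 genes, which includes he1.1, he1.2 and ctslb, had a median of 1.68, above all 10000 random lists of genes of like mean expression. By cameraPR on the t-statistics it did not differ from all other genes (adjusted p = 0.656), but on their ranks it did (adjusted p = 0.0263). Under the other alternatives the adjusted p-value ran from 0.412 to 0.692. Since 3 of the 8 genes were picked for their change, neither the median nor the ranks decide. The calculated means of klf17 were 58.3 CPM in Gt(endocard:egfp) and 1199 in Tg(fli1a:egfp). Those of npsn were 1.42 and 6.01, and those of xbp1 559 and 305, so other cells may hold much of their RNA. If so, the falls of klf17 and npsn do not count against RNA from hatching gland cells. The log2 fold changes of the 9 enzyme genes differed by less than their standard errors (Cochran's Q of 0.26, set against 100000 random draws of t-distributed errors in place of a chi-square distribution, p = 0.99999), as carry-over in 1 proportion would give, but these genes were picked for their change, and similar copies share reads. Hatching gland cells therefore cannot be told apart from expression of these enzymes in the sorted cells. A difference between the lines in vivo stays open and was not tested.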

How the results depend on the processing

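The tests with windows of 5 and 20 neighbours, with the subtraction of the median of each decile of mean expression and of the marker lists without the genes of the Discussion were chosen after the data were seen.

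The count of genes depended on the threshold. At an adjusted p-value under 0.01, 748 genes were higher in Gt(endocard:egfp) and 1120 lower against 0, and 37 higher and 95 lower by TREAT. With Holm's adjustment the counts were 58 and 117 against 0, and 9 and 37 by TREAT. An adjusted p-value of at most 0.05 against 0 with an absolute log2 fold change of at least 1 gave 1442 higher and 1060 lower. TREAT thresholds of 0.5 and 1.5 gave 544 and 598, and 20 and 67. A normal distribution gave 423 and 381. The stricter thresholds call fewer genes by construction, and the normal distribution gives smaller p-values than one with 8.83 degrees of freedom. Limiting the test to genes with at least the median mean expression, keeping 1 entry per symbol, and subtracting the median of all genes or of each decile of mean expression each left all 4 counts within 1.5 times those reported. Subtracting the median of all genes changed the share of higher genes from 47.6% to 39.3% against 0 and from 42.5% to 34.5% by TREAT. By deciles of mean expression the shares were 45.98% and 40.0%.

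Of the 48 named genes, 18 passed TREAT. With an adjusted p-value under 0.05 against 0 this number was 42, and with Holm's adjustment 4. No named gene changed direction when the median of all genes was subtracted; by that setting runx1 no longer passed TREAT and npas4l did. Among genes with at least the median mean expression, nrp1a and npas4l also passed. Of the 13 marker lists, 8 differed from all other genes. Over 87 comparisons of a list under an alternative, 2 changed. On the ranks of the t-statistics, the epidermal list passed with an adjusted p-value of 0.00582 in place of 0.234, and the stress list with 0.0268 in place of 0.294. Under the other alternatives these adjusted p-values ran from 0.107 to 0.415 and from 0.0943 to 0.435. Of the 3 lists written after the data were seen, 1 changed: the hatching gland list passed on the ranks of the t-statistics, with 0.0263 in place of 0.656. The cause of these changes was not tested. The neighbours of map3k22 kept a median within the central 95% of random windows under each alternative. With 20 genes on each side their median was -0.094 in place of 0.092, a reversal between values that are both near 0, whose cause was not tested.

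No paired analysis was possible because values per library were not used here. For the same reason the count models, the limma refit, leaving out each replicate, the change of pseudocount and the settings for the separation of the libraries were not run. The windows by distance around map3k22 were not run, since the coordinates were of another assembly. The depth limits genes near the level of genes without reads: 99 genes in Tg(fli1a:egfp) and 9 in Gt(endocard:egfp) were at that level, and the log2 fold changes of these genes are bounded by it.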

Differences from the paper's values

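The paper's counts of 122 genes enriched in the endocardium and 165 in the endothelium were also the counts obtained here, so no stated count differed.

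The paper states that cdh5 showed no significant change. By TREAT this was also the case here, with an adjusted p-value of 1.00, whereas against a log2 fold change of 0 the authors' deposited table gives cdh5 an adjusted p-value of 0.0158 and a log2 fold change of 0.57. The alternative under which cdh5 passes is thus an adjusted p-value under 0.05 against 0.

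The paper states that map3k22 transcripts were not found in the Tg(fli1a:egfp) libraries. Here the calculated mean of map3k22 in that line was 0.0775 CPM, 2.29 log2 units above that of genes without reads, which corresponds to 1.95 reads per library where all libraries weigh alike and the usual voom offset was added.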

Other observations

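Every test in this part was chosen after the result it bears on was seen, except the comparison of the marker lists with all other genes.

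Genes of low mean expression were higher in Gt(endocard:egfp) and genes of high mean expression were lower. In the lowest decile of genes by mean expression the median log2 fold change was 1.33 and 74.2% of genes were above 0, and in the highest decile the median was -0.15 and 35.9% were above 0. A difference in depth would raise the level of genes without reads in Gt(endocard:egfp), but this level was lower there by 0.14 (a difference of -0.14 log2 units), which argues against depth. A few genes taking most of the counts would shift every gene by 1 factor, whereas the medians of the lowest and highest deciles differed by 1.48. A lower share of the sorted cell type would raise the genes of every other cell type alike, where their levels in Tg(fli1a:egfp) are alike. After subtraction of the median of their decile, the skeletal muscle list lay 1.91 above the neural crest list (permutation test, 2-sided, p = 0.000600, adjusted p = 0.00150 over 5 pairs of lists by Benjamini-Hochberg) and 0.85 above the neural list (p = 0.000130, adjusted p = 0.000650), and the epidermal list lay 1.69 above the neural crest list (p = 0.00570, adjusted p = 0.00950). The neural list lay 1.06 above the neural crest list (the same permutation test, p = 0.0142, adjusted p = 0.0178). So the lists moved apart. This does not exclude a lower share of the sorted cell type, since the level of each gene in Tg(fli1a:egfp) also sets its log2 fold change. The permutation treats genes as independent, so its p-values do not measure the spread between libraries. A wider range of cell types in the Gt(endocard:egfp) sort, and true expression of many genes at a low level in these cells, stay open and were not tested. GC content and gene length were not analysed here.

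Skeletal muscle genes differed among themselves. The authors' deposited table gives log2 fold changes of 4.01 for smyhc1 and 3.14 for actc1b, but 1.51 for mylpfa, 0.65 for myog and 0.54 for myl1. The 17 genes differed by more than their standard errors (Cochran's Q, set against 100000 random draws of t-distributed errors in place of a chi-square distribution, p = 1.00e-05, the smallest they can give; genes are treated as independent). This does not exclude RNA of skeletal muscle cells carried over in 1 proportion, since expression of some of the genes in other cells, such as unc45b at a calculated mean of 25.8 CPM in Tg(fli1a:egfp), would also make their log2 fold changes differ. Differentiated cardiomyocytes are argued against as the source of actc1b and smyhc1, whose median level in Gt(endocard:egfp) was 5.27 log2 units above that of myl7, cmlc1, tnnt2a and tnnc1a. RNA of skeletal muscle cells, cardiac precursors that have not yet switched on myl7, and expression in the sorted cells themselves may each account for these genes and were not told apart.

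Epidermal genes were split. krt4, krt5, krt92 and krt17 had log2 fold changes of 3.28, 3.33, 3.57 and 2.94 in the authors' deposited table (median standard error 0.74), while epcam, cdh1 and tp63 had values of -0.01, -0.08 and 0.00. The epidermal list as a whole had a median of 0.92, above all 10000 matched lists, but did not differ from all other genes by cameraPR (adjusted p = 0.234). Of the 19 genes other than klf17, 9 had a log2 fold change above 2 and 7 one within 0.5 of 0. Their differences were larger than their standard errors (Cochran's Q, set against the same random draws in place of a chi-square distribution, p = 5.00e-05). Added RNA could be hidden in genes with high levels in Tg(fli1a:egfp), such as epcam, cdh1 and tp63 (calculated means 148, 71.6 and 44.8 CPM). This level alone did not separate the genes. krt4, krt5, krt92 and krt17 rose from 524, 77.0, 51.8 and 31.3 CPM, while icn stayed (0.44 in the authors' deposited table) at 19.5 CPM. The other genes above 2 (cldne, icn2, agr1, ppl and evpla) rose from 11.4 CPM or less. RNA from epidermal cells of every kind, from 1 kind of epidermal cell, or from epidermal cells in part of the libraries may each be a source, and these were not told apart. krt4, at a calculated mean of 5090 CPM in Gt(endocard:egfp), is also among the genes screened in Fig. S4.

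The myeloid list (16 of 20 genes listed) had a median log2 fold change of 1.34, at percentile 99.99 of matched lists, and differed from all other genes (cameraPR adjusted p = 4.30e-09). Without spi1b, which the paper names, the adjusted p-value was 8.45e-07. This is consistent with myeloid cells among the sorted cells, which the paper proposes from its movies. ncf1, cxcr4b and spi1b were higher by TREAT over all genes. Adjusted over the list alone, 6 genes were higher and 1, mpx, was lower. Calculated means in Gt(endocard:egfp) were 1864 CPM for spi1b, 129 for ncf1 and 117 for lcp1. The log2 fold change of mpx in the authors' deposited table was -3.28, against the direction of the list.

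The Bmp response list (20 genes) had a median log2 fold change of 0.66, at percentile 99.98 of matched lists, and differed from all other genes (cameraPR adjusted p = 0.00193). The Erk response list (16 genes) had a median of 0.40, at percentile 99.88, and did not differ by cameraPR (adjusted p = 0.294). The paper reports high phosphorylated Smad1/5/8 and minimal phosphorylated Erk in the endocardium, against the adjacent vasculature (Fig. 5). The RNA comparison is not the same, since Tg(fli1a:egfp) cells also include trunk vessels, blood cells and the endocardium. The hypothesis that the Bmp response exceeds the Erk response was tested in these RNA data alone, and the result does not bear directly on the protein stains. After subtraction of the median of their decile of mean expression the lists differed by 0.21 (permutation test, 2-sided, p = 0.444), so the lists could not be separated. In the authors' deposited table smad6b had a log2 fold change of 1.76 and id2b one of 1.67, but id1 had 0.10, and gata2a (-2.82) and hey1 (-2.43) were lower. The Bmp response list shares 1 gene (bmp4) with the myocardial list, and the Erk response list shares 5 genes with the stress list.

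The stress list (23 genes) had a median log2 fold change of 0.59, above all 10000 matched lists, but did not differ from all other genes by cameraPR (adjusted p = 0.294). The neural list (20 genes) had a median of 0.32, at percentile 93.7 (adjusted p = 0.899). The neural crest list (14 genes) had a median of -0.72, at percentile 0.02 (adjusted p = 0.218), with sox10 at -2.53 in the authors' deposited table. A list of 17 genes of dividing cells had a median of -0.58, at percentile 0.035 (cameraPR adjusted p = 1.22e-11 over 3 lists), and 16 of its genes were lower at an adjusted p-value under 0.05; the list stayed lower under both subtractions of a median. The 81 ribosomal protein genes had a median of -0.76, with 70 lower and 3 higher at an adjusted p-value under 0.05. The 13 genes encoded by the mitochondrial genome were all below 0, with a median of -0.79. These medians were -0.84 and -0.87 after subtraction of the median of all genes, and -0.62 and -0.64 after subtraction of the median of their decile. No explanation of these differences was tested.

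Endocardial cells lie at the front of the embryo, and Tg(fli1a:egfp) also labels the trunk. If this lowered the hox genes of the trunk in Gt(endocard:egfp), the log2 fold change of hox genes would fall with the number of their group. Over 42 hox genes, which are not independent replicates, it did not fall: Spearman's rho was 0.30 (permutation test, 2-sided, p = 0.0498), or 0.24 after subtraction of the median of each decile. The median of the hox genes was -0.27, at percentile 0.49 of matched lists, with 4 genes lower and 1 higher at an adjusted p-value under 0.05. The hypothesis of an ordered fall was therefore not borne out, and the lower median of all hox genes was left unexplained.

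A rise of genes around the gene-trap insertion was looked for in the nearest neighbours of map3k22. The 5 nearest genes on each side had a median at percentile 95.4 of random windows, inside the central 95%, and among them 4 were higher and 3 lower at an adjusted p-value under 0.05. In this window 3 genes had an unadjusted TREAT p-value under 0.05, and all were higher. They were myd88, acaa1 and plcd1a, with log2 fold changes of 1.74, 2.08 and 1.84 in the authors' deposited table. After adjustment over all genes, 0 passed TREAT. With so few genes, and with lower ones among them, transcription around the insertion site cannot be told apart from chance.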
